# Arteriovenous metabolomics in pigs reveals *CFTR* regulation of metabolism in multiple organs

**DOI:** 10.1172/JCI174500

**Published:** 2024-05-14

**Authors:** Hosung Bae, Bo Ram Kim, Sunhee Jung, Johnny Le, Dana van der Heide, Wenjie Yu, Sang Hee Park, Brieanna M. Hilkin, Nicholas D. Gansemer, Linda S. Powers, Taekyung Kang, David K. Meyerholz, Victor L. Schuster, Cholsoon Jang, Michael J. Welsh

**Keywords:** Metabolism, Amino acid metabolism, Ion channels, Monogenic diseases

## Abstract

Mutations in the cystic fibrosis transmembrane conductance regulator (*CFTR*) gene cause cystic fibrosis (CF), a multiorgan disease that is characterized by diverse metabolic defects. However, other than specific *CFTR* mutations, the factors that influence disease progression and severity remain poorly understood. Aberrant metabolite levels have been reported, but whether *CFTR* loss itself or secondary abnormalities (infection, inflammation, malnutrition, and various treatments) drive metabolic defects is uncertain. Here, we implemented comprehensive arteriovenous metabolomics in newborn CF pigs, and the results revealed *CFTR* as a bona fide regulator of metabolism. *CFTR* loss impaired metabolite exchange across organs, including disruption of lung uptake of fatty acids, yet enhancement of uptake of arachidonic acid, a precursor of proinflammatory cytokines. *CFTR* loss also impaired kidney reabsorption of amino acids and lactate and abolished renal glucose homeostasis. These and additional unexpected metabolic defects prior to disease manifestations reveal a fundamental role for *CFTR* in controlling multiorgan metabolism. Such discovery informs a basic understanding of CF, provides a foundation for future investigation, and has implications for developing therapies targeting only a single tissue.

## Abstract 2

Arteriovenous metabolomics in newborn cystic fibrosis pigs reveals an intrinsic role of the CFTR anion channel in controlling multiorgan metabolism.

## Introduction

Cystic fibrosis (CF) is an autosomal recessive disease caused by loss-of-function mutations in the gene encoding the CF transmembrane conductance regulator (*CFTR*) anion channel (1–4). The clinical phenotype is influenced, in part, by specific *CFTR* mutations (5–9). However, the progression, severity, and outcomes of the disease are determined by multiple other factors that remain unidentified or poorly defined (8–10). Moreover, disease manifestations and metabolic defects have been described for nearly every organ, highlighting the importance of understanding the disease mechanisms across multiple organs.

In an attempt to better understand the broad diversity of metabolic manifestations, gain insight into the pathogenesis, and identify factors that predict disease severity, many studies have measured metabolites in CF (11–18). However, several factors have been limiting. First, people with CF have inflammation, infection, nutritional deficiencies, and other variable disease complications, and they receive multiple diverse treatments. These confounding factors prevent the identification of primary metabolic roles of *CFTR*. Second, most studies of metabolites have measured them in blood, urine, or bronchoalveolar lavage fluid, which leaves unresolved the contribution of specific organs. Third, studies in the commonly used laboratory mammal, mice, are limited because those with *CFTR* mutations do not recapitulate the clinical disease seen in humans (19). Fourth, studies are often limited by the measurement of only a few metabolites. Understanding how *CFTR* loss affects multiple organs has become increasingly important with the development of potential new treatments such as gene therapy that target a single organ or a cell type. However, to our knowledge, none of the studies has explored the direct function of *CFTR* in metabolic regulation across multiple organs comprehensively and systematically.

The most widely recognized CF metabolic abnormality is aberrant insulin secretion and the development of diabetes, usually after the late teens (20–23). However, whether these are due to pancreatic destruction or a primary defect due to loss of *CFTR* is debated (20–22). Given that *CFTR* is broadly expressed in many metabolically active organs and that abnormalities in various metabolites are observed in people with CF, we hypothesized that *CFTR* is a bona fide regulator of metabolism across multiple organs. To test this idea while circumventing the limitations of previous studies, we based our strategy on 3 approaches. First, we studied *CFTR*-deficient pigs (CF pigs). Pigs resemble humans in physiology, biochemistry, diet, circadian rhythm, and metabolic rates (24–29). The similarity between humans and pigs is further evidenced by the development of pigs as a source of organs for transplantation (30). Critically, unlike CF rodent models, CF pigs closely mirror human CF disease (31–34). Second, to elucidate metabolic changes that are inherently driven by *CFTR* deficiency and to avoid confounding effects of CF disease and treatment, we strategically focused on studying newborn CF pigs. Third, we used technically innovative arteriovenous (AV) metabolomics and in vivo stable isotope tracing with mass spectrometry to assess organ-specific uptake and release fluxes of hundreds of metabolites across 8 organs as well as dynamic cross-organ metabolite exchange.

Our results revealed that *CFTR* loss resulted in multiple unexpected metabolic flux changes across key organs including the lung, liver, muscle, and kidney. Critically, these disruptions were due to *CFTR* deficiency per se and occurred before disease symptoms. These findings have important implications for therapeutic development and will help guide future research.

## Results

### CFTR loss alters the circulating metabolome of newborn pigs.

To investigate the intrinsic role of *CFTR* in metabolic regulation, we generated *CFTR^–/–^* (CF pigs) (31) and *CFTR^+/+^* pigs (WT pigs) of both sexes, including 8 pairs of littermates, and assessed the arterial blood metabolome of newborn piglets using liquid chromatography–mass spectrometry (LC-MS) (Figure 1A). Animals had not suckled for 3 hours before the study, and 2 litters were delivered by cesarean section and had not taken milk; there were no differences in the circulating metabolome of piglets that were delivered vaginally and those delivered by cesarean section.

Newborn WT and CF piglets had similar body weights and blood insulin levels (Figure 1B), in contrast to older CF pigs and people with CF who have reduced body weights due, at least in part, to abnormal nutrition (35). Despite the similar body weights and insulin levels, there were significant metabolome differences between genotypes, including decreased amino acids and increased nonesterified long-chain fatty acids (LCFAs) in CF piglets (Figure 1C and Supplemental Table 1 for FDR-corrected data; supplemental material available online with this article; https://doi.org/10.1172/JCI174500DS1). These findings prompted us to further examine amino acids and LCFAs systematically. Amino acids had mixed patterns, with some such as tyrosine showing a dramatic (~3-fold) decrease, whereas glutamate was (~2-fold) increased in CF piglets (Figure 1D). LCFAs showed more consistent patterns, with most of them substantially increased in CF piglets (Figure 1E) except for a few abundant fatty acids (Figure 1F). These amino acid and fatty acid abnormalities were specific because other major circulating metabolites including glucose, lactate, and ketones were relatively normal (Figure 1G).

### CFTR loss alters cross-organ metabolite exchange.

Our finding that *CFTR* loss altered the systemic blood metabolome in newborn piglets suggested an intrinsic role of *CFTR* in regulating metabolism. However, stationary blood metabolite levels do not provide information about the organs that drive such changes or the causal metabolic fluxes (e.g., metabolite production or consumption). Therefore, we used AV metabolomics to quantitatively determine metabolite uptake and release across multiple organs. We sampled arterial blood (aorta and femoral artery) and venous blood across 8 individual organs or body parts (lung, head, heart, spleen, kidney, liver, intestine, and the leg representing primarily skeletal muscle) (Figure 2A). We also collected fresh urine from the bladder to assess kidney function. All sampling was done within 30 minutes after the first blood draw. To augment the accuracy of the measurements, each biological sample was independently extracted and analyzed by LC-MS 3 times, and median AV values were used for data analysis. Then, to determine the net release and uptake of each metabolite by each organ, we calculated the log_2_ ratio of metabolite abundances in venous blood (*C_v_*) to those in arterial blood (*C_A_*). For the liver AV comparison, we used a weighted average of the hepatic artery (22%) and the portal vein (78%) relative to the hepatic vein (36). For the lung AV comparison, we used a ratio of arterial blood relative to the right ventricle.

These pan-organ, AV metabolite gradient measurements not only revealed dynamic metabolite exchange between organs in newborn WT pigs but also disclosed its altered patterns driven by *CFTR* loss (Supplemental Figure 1). Overall, the liver, kidney, and intestine released the greatest number of metabolites in both genotypes (Figure 2B and Supplemental Table 2), consistent with the roles of these organs in supplying circulating metabolites in adults (37, 38). By contrast, the heart, head, kidney, and lung absorbed the greatest number of metabolites. In many cases, CF reduced the number of metabolites released or absorbed by multiple organs such as the liver, spleen, and lung (Figure 2B).

As an example, compared with WT intestine and liver, CF intestine released less taurodeoxycholate (a bile acid) and the liver absorbed less (Table 1). This result suggests that *CFTR* is required for bile acid recycling and that its defect may contribute to serum bile acid abnormalities later in the disease course (39). In some cases, *CFTR* loss reversed metabolite trafficking. For example, although WT hearts released guanosine, CF hearts absorbed it. Inosine showed a similar trend. These purine nucleosides act as signaling molecules (40, 41) and their blood levels tended to decrease in CF (~50% and ~15%, Supplemental Table 1), suggesting altered communication between the heart and other organs by *CFTR* loss (Table 1 shows additional examples).

To further investigate the role of *CFTR* in regulating interorgan metabolite exchange, we inspected metabolites that showed statistically significant release by one organ and statistically significant uptake by another organ (Figure 2C and Supplemental Table 3). This analysis revealed that *CFTR* loss substantially disrupted metabolite exchange between organs (Figure 2D). Remarkably, in CF piglets, the number of metabolites exchanged between the liver and other organs decreased by half (from 140 to 68 metabolites), while the number of metabolites transferred to the lung from other organs decreased by 5-fold (from 68 to 13 metabolites) (Figure 2D).

### CFTR loss disrupts fatty acid uptake by the lung.

This unexpected defect in lung uptake of circulating metabolites prompted us to further investigate the CF lung’s metabolic activities. Interestingly, most metabolites that showed blunted lung uptake turned out to be LCFAs (Figure 3A). Such defective LCFA uptake was unexpected, given the elevated levels of blood LCFAs in newborn CF piglets (Figure 1E). As developing lungs require LCFAs for surfactant production and other membrane remodeling processes, impaired lung LCFA uptake may contribute to later CF lung pathologies in adults.

Surprisingly, despite mostly defective lung LCFA uptake, arachidonic acid (C20:4) stood out as unique (Figure 3B), in that its uptake was enhanced by approximately 3-fold (from 2.5 to 7.5 nmol/L) by *CFTR* loss (Figure 3C). Arachidonic acid is an essential precursor of proinflammatory lipid cytokines (42). Indeed, an increased ratio of arachidonic acid to docosahexaenoic acid levels in adult CF lungs may contribute to a hyperinflammatory pulmonary response (43, 44). Our AV comparison revealed that this ratio was already increased in newborn CF piglets without inflammation. The data also suggested that such an increase was probably due to the increased lung “uptake” of arachidonic acid relative to docosahexaenoic acid (Figure 3D).

### CFTR loss disrupts liver and muscle metabolism.

We next switched our attention to other metabolically active organs and found that *CFTR* loss substantially disrupted the liver release of metabolites, especially amino acids and their derivatives (Supplemental Table 3). One notable example was glutamate. In WT piglets, the liver released a significant amount of glutamate (~0.17 μmol/L), which was taken up by the leg (Figure 3E). WT piglet leg, in turn, released glutamine (~0.1 μmol/L), which was approximately 60% (at a molar mass) of the absorbed glutamate. This liver-muscle exchange of glutamate and glutamine is critical for the removal of ammonia in muscle via the urea cycle in liver (45), which promotes muscle energy metabolism including amino acid catabolism (38, 46). Our data indicate that this process occurred even in newborn pigs, but the loss of *CFTR* disrupted it. These findings may explain an earlier observation that patients with CF show impaired muscle energy metabolism (15).

Another unexpected observation was substantially less glucose release by the liver in the absence of functional *CFTR* (Figure 3F). Kidneys, a secondary gluconeogenic organ, also showed less and inconsistent glucose release (Figure 3G). After lung disease and the complications of lung transplantation, liver disease has been the major cause of mortality in people with CF (47). Histological analyses have variably shown focal biliary cirrhosis, hepatic steatosis, and/or noncirrhotic portal hypertension (48). Although cholangiocytes and, to a lesser extent, hepatocytes express *CFTR*, the pathophysiological basis by which loss of *CFTR* causes liver disease is poorly understood (49). Our findings of metabolic abnormalities in the newborn liver, prior to secondary manifestations from CF disease and its treatment, can provide new opportunities and directions to explore the responsible mechanisms.

### CFTR loss disrupts homeostatic metabolite release by kidneys.

Metabolite levels are tightly maintained within physiological ranges by homeostatic mechanisms including hormonal regulation and concentration-dependent oxidation (50). To gain insight into how *CFTR* loss disrupts systemic metabolite levels, we performed an unbiased correlation-based analysis between each metabolite’s blood concentration and uptake/release by each organ (Figure 4A and Supplemental Table 4). In the liver, neither WT nor CF showed a significant relationship between blood glucose concentration and release (Figure 4B); perhaps this is a feature of newborn pigs (51). In contrast, in WT kidney, we found a strong (*P* < 0.001) inverse relationship; that is, the lower the blood glucose concentration, the greater the renal glucose release (Figure 4C), suggesting homeostatic regulation. Strikingly, *CFTR* loss disrupted this relationship.

Motivated by the glucose result, we expanded our analysis to the other 27 metabolites for which we measured absolute concentration values. For WT organs, we found 20 statistically significant relationships (Figure 4D). Surprisingly, 60% (12 cases) involved the kidney, all 12 were inverse correlations, 10 were for amino acids, and the other 2 were for glucose and 3-hydroxybutyrate. In all 12 cases, loss of *CFTR* disrupted the correlation (Figure 4E shows proline as an example).

### CFTR loss disrupts renal amino acid reabsorption.

These findings led us to further investigate the role of *CFTR* in kidney function. The renal glomerulus filters circulating metabolites, then proximal tubule epithelia selectively reabsorb crucial metabolites including glucose and amino acids and allow others to escape into the urine (52) (Figure 5A). Renal venous versus arterial blood comparisons did not reveal consistent abnormalities across CF kidneys, probably because variations in metabolite abundance were too small to detect statistically significant differences (Figure 5B). However, urine-to-arterial metabolite ratios revealed less efficient reabsorption (i.e., increased loss to urine) by CF kidney of multiple metabolites, including lactate and several amino acids (Figure 5B). Global comparison of urine versus blood metabolomes between WT and CF piglets further indicated that amino acids were inefficiently reabsorbed in the absence of *CFTR* (Figure 5C).

The glomerular filtration rate (GFR) has been reported to be normal or decreased in CF (53, 54). However, reports of a decrease in GFR are associated with use of nephrotoxic agents for pulmonary infection, use of immunosuppressive drugs after lung transplantation, and CF-related diabetes (55), conditions not present in newborn pigs. Consistent with a normal GFR, except for some amino acids, most of the approximately 400 metabolites showed similar abundances in WT and CF urine (Figure 5C). As an additional test, we assessed blood metabolite indicators that have a strong correlation with the estimated GFR (eGFR) (Supplemental Figure 2) (56). However, we found no difference by genotype, further indicating that the GFR is probably not impaired in newborn CF piglets.

To measure renal amino acid reabsorption more directly, we infused WT and CF piglets intravenously with 4 stable isotope–labeled ^13^C–amino acid tracers, selected on the basis of the sizes, charges, and polarity that determine transporter specificities (Figure 5D). After an initial bolus and continuous infusion with minimal perturbation of circulating concentrations (Supplemental Figure 3), we collected fresh urine and measured the leakage of the intravenously infused tracers into the urine. CF pigs showed an increase in all 4 traced amino acids in the urine (Figure 5E).

We also investigated metabolites in urine that were collected from 12-month-old children with or without CF in the Baby Observational and Nutrition Study (BONUS) (12). We examined the data set from that study and found significantly higher levels of several amino acids in CF urine (Figure 5F). Together, we conclude that loss of *CFTR* impairs renal amino acid reabsorption.

### Inhibition of CFTR reduces amino acid transport by proximal tubule epithelia.

We next sought to investigate the mechanisms of how *CFTR* loss disrupts renal amino acid reabsorption. Proximal tubule epithelia use a variety of membrane transporters to reabsorb amino acids. 

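Kidney cortex RNA of 23 newborn pigs was sequenced after depletion of ribosomal RNA. The libraries carry the labels CFTR–/– (CF, n = 11), CFTR+/– (HET, n = 6) and wild-type (WT, n = 6), the last read here as CFTR+/+. The paper's methods compare CF with non-CF samples, so the libraries labelled WT and HET form a group of 12 non-CF libraries. The authors pseudoaligned the reads to transcripts of the pig genome Sscrofa11.1 with kallisto and deposited, for each of 77689 transcripts, an estimated count and a TPM value. The estimated counts were summed over the transcripts of each of 26687 genes and rounded, since 64.0% of the transcript values were not whole numbers. Each library held between 32901281 and 52952273 estimated counts, with a median of 43636298 for the label CF, 47476461 for HET and 42709608 for WT. At these depths a limit of 3 counts corresponds to between 0.0567 and 0.0912 CPM after scaling by library size, which covers counting error only. Genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment after TMM normalization, over the 20921 genes that passed edgeR's expression filter.

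The second axis of a multidimensional scaling of the libraries held a gap that separated 13 libraries, called batch A here, from 10 others, called batch B. Batch A held 6 libraries labelled CF, 3 labelled HET and 4 labelled WT, and batch B held 5, 3 and 2. The labels and the paper's text name no sequencing batch. The split followed the pig numbers in the labels without exception. Batch A held pigs 1 to 6 and 12 to 18, and batch B held pigs 7 to 11 and 19 to 23. Since each genotype occurred in both, values are also given within each batch.

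CFTR, the disrupted gene, was examined first in every library. CFTR (gene 403154) lies on chromosome 18 of Sscrofa11.1 from 28627717 to 28818209, where the annotation lists 4 transcripts of 27 exons each. It had between 60 and 178 counts in the libraries labelled WT, between 442 and 699 in those labelled HET and between 614 and 1040 in those labelled CF. In CPM these were 2.26 ± 0.794 (SD, n = 6), 12.6 ± 2.76 (SD, n = 6) and 19.9 ± 3.21 (SD, n = 11). Each library labelled HET had more CFTR RNA than each labelled WT, with a log2 fold change of 2.47 (SE 0.194, edgeR's adjusted p = 5.07e-08). An exact permutation test gave p = 0.00217, the smallest that 6 against 6 libraries allow, and across the alternatives edgeR's or DESeq2's adjusted p lay between 1.26e-35 and 3.67e-04. For the label CF against WT, the log2 fold change was 3.14 (SE 0.188, edgeR's adjusted p = 1.23e-10), higher in 11 of 11 libraries. The exact permutation p was 0.000162, the smallest that these numbers allow, and the adjusted p of edgeR or DESeq2 lay between 4.59e-75 and 8.54e-09 across the alternatives. For CF against HET it was 0.66 (SE 0.161, edgeR's adjusted p = 0.19, exact permutation p = 0.00145), and 5 libraries of these labels lay in a range that both share. Under the alternatives tried for CF against HET the adjusted p ranged from 0.0194, with DESeq2, to 0.236.

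Both batches showed the same order of means. In batch A the CPM of CFTR was 2.50 ± 0.805 (SD, n = 4) for the label WT, 13.1 ± 4.09 (SD, n = 3) for HET and 19.8 ± 3.73 (SD, n = 6) for CF. In batch B it was 1.78 ± 0.725 (SD, n = 2), 12.1 ± 1.22 (SD, n = 3) and 20.0 ± 2.89 (SD, n = 5). Against all 12 non-CF libraries, whose spread includes the difference between WT and HET, CFTR in the libraries labelled CF had a log2 fold change of 1.42 (SE 0.354, edgeR's adjusted p = 0.0654). It was higher in 11 of 11 libraries than the non-CF median. This log2 fold change was 1.49 in batch A (SE 0.461) and 1.34 in batch B (SE 0.477). With each library left out in turn, the adjusted p lay between 0.0346 and 0.110, under 0.05 without CF pig 4 (log2 fold change 1.48) or without HET pig 15 (log2 fold change 1.61). Under the other alternatives it lay between 8.54e-09, against the libraries labelled WT alone, and 0.307, in batch A. CFTR RNA thus rose with the number of disrupted alleles that the labels give. Because this goes against a loss of the transcript, the groups are named by the labels of their libraries throughout.

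**Figure D1:**
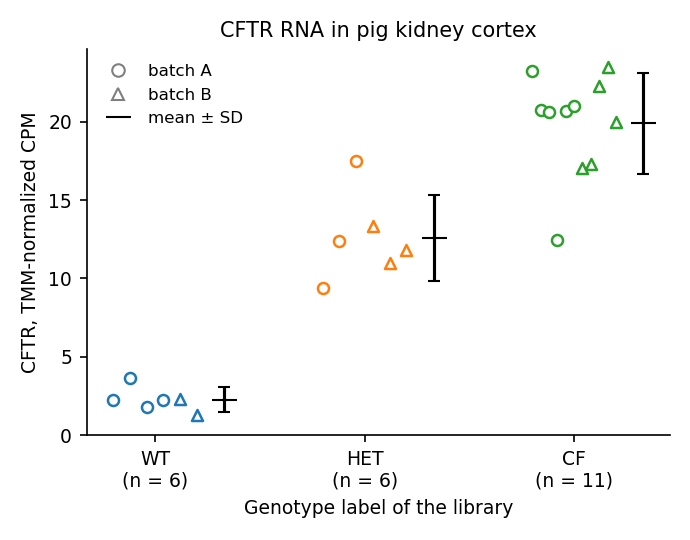
CFTR RNA (TMM-normalized CPM, vertical axis) in each of the 23 kidney cortex libraries by genotype label, with the mean and SD of each group; circles are batch A and triangles batch B. All 6 libraries labelled WT lie below all those labelled HET or CF.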

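The paper's text does not list the amino acid transporters it examined, so 50 genes of the families SLC1, SLC3, SLC6, SLC7, SLC16, SLC36, SLC38 and SLC43 were listed in advance. Of these, 48 passed the expression filter. SLC1A7 and SLC36A2 did not, with at most 18 and 21 counts in any library. In the libraries labelled CF against non-CF, 32 transporters were higher and 16 lower, with log2 fold changes from -0.59 to 0.89 and a median of 0.04. The 95% confidence interval of the log2 fold change lay within 1 of 0 for 44 transporters and within 0.5 for 27. None had an adjusted p under 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 of 48), while 7 had an unadjusted p under 0.05. Adjusted over the list alone, 3 were under 0.05. Under DESeq2, SLC7A5, SLC6A15 and SLC38A1 had an adjusted p under 0.05 over all genes. Leaving out CF pig 2, CF pig 3, CF pig 5 or WT pig 23 gave 1 transporter under 0.05, and leaving out CF pig 4 gave 2. The exact Mann-Whitney U test gave 7 of 50 transporters an unadjusted P under 0.05, and 0 after adjustment over the list alone. As a set, no shift of the list was detected (limma's camera, p = 0.262 with a preset correlation of 0.01, 0.30 with an estimated correlation, and fry, p = 0.238). These tests look for a common direction and can miss members that move both ways. Within the batches the camera p was 0.78 in A and 0.296 in B.

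SLC7A5 (gene 102162270, chromosome 6 from 1545940 to 1574298, which the annotation types as a lncRNA) had 80.6 ± 39.3 CPM (SD, n = 11) in the libraries labelled CF and 43.3 ± 8.34 (SD, n = 12) in non-CF. Its log2 fold change was 0.89 (SE 0.215, edgeR's adjusted p = 0.0568 over all genes and 0.0147 over the list alone, higher in 8 of 11 libraries). The adjusted p over all genes ranged from 0.00132 to 0.781 across its alternatives. In batch A the log2 fold change was 0.27 (SE 0.230) and in batch B 1.43 (SE 0.150). A test of the difference between the batches gave p = 0.00151, or 0.183 after adjustment over all genes by edgeR. SLC6A15 (gene 100628231) had a log2 fold change of 0.59 (SE 0.154, edgeR's adjusted p = 0.0752 over all genes and 0.0167 over the list alone, higher in 11 of 11 libraries), 0.57 in batch A and 0.59 in batch B. Its adjusted p ranged from 0.0131 to 0.416 across its alternatives. SLC38A1 (gene 100154364) had a log2 fold change of 0.21 (SE 0.063, edgeR's adjusted p = 0.109 over all genes and 0.0361 over the list alone, higher in 8 of 11 libraries), 0.21 in batch A and 0.22 in batch B. Its adjusted p ranged from 0.0488 to 0.534. The largest decrease was in SLC6A19 (gene 641346), with a log2 fold change of -0.59 (SE 0.213, edgeR's adjusted p = 0.198, lower in 9 of 11 libraries). This decrease was present in batch A (-1.18) and not in batch B (0.02), with p = 0.00259 for the difference, or 0.212 after edgeR's adjustment. Its adjusted p ranged from 0.0852 to 0.981 across the alternatives. SLC6A7 (gene 100516251) rose by 0.68 on the log2 scale (SE 0.252, edgeR's adjusted p = 0.212, higher in 9 of 11 libraries), by 0.80 in batch A and 0.54 in batch B. The adjusted p of SLC6A7 ranged from 0.116 to 0.50.

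**Figure D2:**
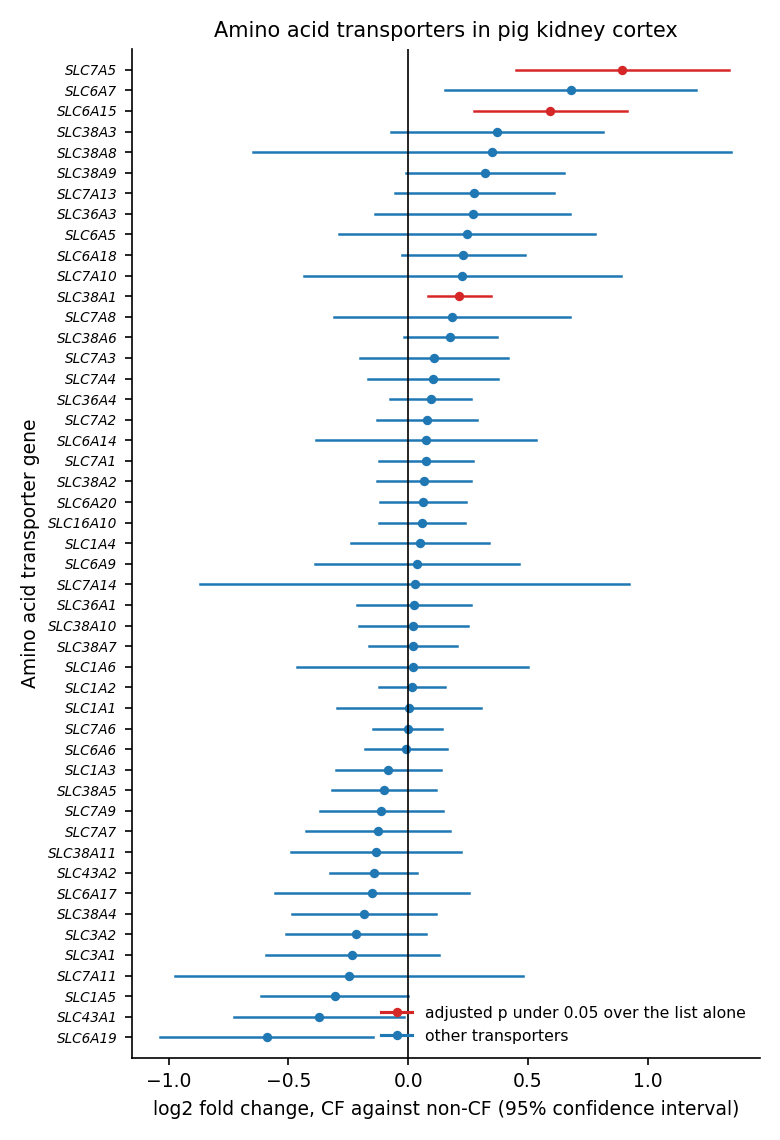
Log2 fold change of each of the 48 amino acid transporters tested in the libraries labelled CF against non-CF, with its 95% confidence interval (horizontal axis); red marks the 3 transporters with an adjusted p under 0.05 over the list alone. Intervals of 44 transporters lie between -1 and 1.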

To first test whether transporter expression is affected by *CFTR* loss, we quantitatively examined gene expression of 56 known amino acid transporters of WT and CF kidney cortex but found no significant differences (Supplemental Figure 4A). We next examined kidney histopathology but found no obvious difference between WT and CF (Figure 6A). 

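Of 20921 genes tested by edgeR's quasi-likelihood test, 73 had a Benjamini-Hochberg adjusted p under 0.05 between the libraries labelled CF and non-CF, 51 higher and 22 lower in CF by the labels. An unadjusted p under 0.05 was found for 2868 genes. The alternative that moved this count most was DESeq2, with 488 genes, 72 of them among the 73. Upper-quartile normalization gave 101 genes, of which 48 were higher and 53 lower, against the 51 and 22 with TMM. With the batch as a term, 148 genes had an adjusted p under 0.05, all 73 among them. Within batch A alone there were 0 genes, with 1958 at an unadjusted p under 0.05, and within batch B alone 473, which held 33 of the 73. A test of the difference between the batches itself called 4 genes (GPD2, SLC16A7, MMP11 and NUDT4, named after their values were seen), and 2120 had an unadjusted p under 0.05. All 73 genes had the same direction in both batches. Counted separately, 67 had an unadjusted p under 0.05 in batch A and 67 in batch B. The 73 were called from these same libraries, which favours such agreement, so it is not an independent test. With the Y-linked EIF1AY as a covariate, since the labels give no sex, 42 of the 73 genes stayed under 0.05.

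The number of genes also depended on single libraries. With each library left out in turn it lay between 17, without HET pig 21, and 203, without CF pig 4. It was 110, 150 and 195 without CF pig 2, HET pig 13 and HET pig 15. It lay between 21 and 46 without CF pigs 6, 7, 8 or 9, HET pigs 14 or 20, or WT pigs 12, 16, 17, 18 or 22. The 10 genes with the smallest adjusted p stayed under 0.05 in each of these 23 fits.

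Among these 10, GPBAR1 (gene 100739505, chromosome 15 from 120336196 to 120339506) fell from 1.25 ± 0.452 CPM (SD, n = 12) in non-CF to 0.448 ± 0.166 (SD, n = 11) in the libraries labelled CF. Its log2 fold change was -1.46 (SE 0.215, edgeR's adjusted p = 0.00573, lower in 11 of 11 libraries), -1.21 in batch A and -1.77 in batch B. SKIL (gene 100153567, chromosome 13 from 109029831 to 109059176) rose from 74.0 ± 7.93 CPM (SD, n = 12) to 115 ± 25.1 (SD, n = 11). Its log2 fold change was 0.63 (SE 0.0959, edgeR's adjusted p = 0.00573, higher in 11 of 11 libraries), 0.60 in batch A and 0.68 in batch B. Across the alternatives the adjusted p reached 0.165 for both genes, in batch A alone for GPBAR1 (0.164) and SKIL. The others were KLHL24 (log2 fold change 0.51, with 0.49 in batch A and 0.54 in batch B), PTBP3 (0.49, with 0.45 and 0.54), KLF10 (0.58, with 0.49 and 0.66), CREB1 (0.32, with 0.38 and 0.25) and LRRC58 (0.35, with 0.44 and 0.25), which rose. CCNB3 (-0.73, with -0.40 and -1.14), GPR37 (-0.85, with -0.80 and -0.90) and PGM3 (-0.43, with -0.32 and -0.56) fell. All 8 lay on one side of the non-CF median in 11 of 11 libraries labelled CF, in the direction given. Their edgeR adjusted p lay between 0.00988 and 0.0197, and across the alternatives between 1.45e-05 and 0.458.

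With the 3 labels kept apart in one fit, HET against WT gave 1 gene, CFTR, with an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 1672 with an unadjusted p under 0.05. Without HET pig 15 there were 4. Among the genes with the next smallest p were LY96 (log2 fold change 1.09), MEOX2 (-1.48) and ADAM11 (-0.57), each with an edgeR adjusted p of 0.159. Across the alternatives the adjusted p of these 3 genes ranged from 0.00263, with DESeq2, to 0.238. With each library left out in turn it lay between 0.0192 and 0.344 for LY96, 0.12 and 0.447 for MEOX2, and 0.102 and 0.386 for ADAM11. LY96 came under 0.05 only without HET pig 15, as 1 of the 4 genes there. MEOX2 and ADAM11 were lower in each of the 6 libraries labelled HET than in each labelled WT. CF against WT gave 73 genes, 32 higher and 41 lower, 25 of them shared with the 73 of CF against non-CF. This count lay between 20, without WT pig 12, and 203, without CF pig 4. It was 194 without WT pig 23, and between 21 and 46 without CF pigs 2, 5, 7, 8 or 9 or WT pigs 16, 17, 18 or 22. CF against HET gave 0 genes, with 2069 at an unadjusted p under 0.05. There was 1 gene without CF pig 1, 3 or 7, 2 without CF pig 4 (GPBAR1 and SKIL), and 3 without CF pig 2 (PTBP3, SCT and SKIL) or CF pig 5 (FGG, OVGP1 and SKIL). The batch term gave 186 genes for CF against WT, 5 for CF against HET and 1 for HET against WT, again CFTR. Sex, as far as EIF1AY shows it, was uneven, with EIF1AY present in 5 of 6 libraries labelled HET and 2 of 6 labelled WT. With EIF1AY as a covariate, CFTR alone remained for HET against WT. CF against WT then gave 56 genes, 47 of its 73 among them. SCT, FGG and OVGP1 are named because they are few, after their values were seen.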

Global mRNA transcripts measured by RNA-Seq also showed little genotype-dependent differences (Figure 6B). We further investigated protein expression and localization of select amino acid transporters. Western blotting and immunofluorescence staining showed no effect by *CFTR* deficiency on either protein levels or localization of the glutamate transporter (SLC1A1) or the neutral amino acid transporter (SLC38A4) (Supplemental Figure 4, B–E). However, we cannot exclude the possibility of changes in other protein levels. Collectively, these results suggest that impaired amino acid reabsorption is not simply attributable to altered renal structure, development, or transporter expression.

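The RNA of both transporters measured as proteins was compared between the libraries labelled CF and non-CF. SLC1A1 (gene 397003, chromosome 1 from 217366493 to 217441643) had 77.7 ± 22.2 CPM (SD, n = 11) and 77.4 ± 18.6 (SD, n = 12). Its log2 fold change was 0.00 (SE 0.145, edgeR's adjusted p = 0.995, lower than the non-CF median in 7 of 11 libraries), 0.05 in batch A and -0.05 in batch B. With each library left out in turn it lay between -0.08 and 0.06. It changed sign without CF pigs 1, 9 or 11, HET pigs 13 or 21, or WT pigs 12, 16, 17 or 18. SLC38A4 (gene 100286742, chromosome 5 from 77411610 to 77489542) had 2.91 ± 0.834 CPM (SD, n = 11) and 3.31 ± 0.612 (SD, n = 12). The log2 fold change was -0.19 (SE 0.144, edgeR's adjusted p = 0.623, lower in 7 of 11 libraries), -0.10 in batch A and -0.28 in batch B. Across their alternatives the adjusted p stayed between 0.811 and 0.998 for SLC1A1 and between 0.326 and 0.942 for SLC38A4.

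Structure and development were examined through 8 lists of genes of nephron segments, cell types and gluconeogenesis, fixed in advance and tested as sets with limma's camera at a preset correlation. With the amino acid transporters, 9 lists were adjusted together. Of these, 2 had a Benjamini-Hochberg adjusted p under 0.05 over the lists. The genes of the loop of Henle and distal tubule were lower in the libraries labelled CF (7 of 8 genes, median log2 fold change -0.18, camera p = 8.79e-04, adjusted 0.00791). Erythroid genes were lower as well (10 of 13 genes, median log2 fold change -0.11, camera p = 0.00808, adjusted 0.0364). The call for the loop of Henle and distal tubule holds under fry (adjusted p = 0.0391) and not under an estimated correlation (0.245). The erythroid call holds under neither (0.0825 and 0.265). In batch A the camera p was 0.153 for the loop of Henle and distal tubule and 0.194 for erythroid genes, and in batch B it was 3.59e-04 and 0.00344. Leaving out any single library kept the first list under 0.05, with adjusted p from 5.86e-04 to 0.0303. The erythroid list was above 0.05 without CF pigs 4, 5, 8, 9 or 11, HET pigs 13, 14, 15, 20 or 21 or WT pig 12, up to 0.0979 without WT pig 12. Against the libraries labelled WT alone its adjusted p was 0.806.

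Among single genes of these lists, CALB1 had a log2 fold change of -1.40 (SE 0.345, edgeR's adjusted p = 0.0635, lower in 11 of 11 libraries), -0.50 in batch A and -2.29 in batch B. SLC12A3 had -0.64 (edgeR's adjusted p = 0.0843, lower in 11 of 11 libraries), -0.58 in batch A and -0.71 in batch B. SLC12A1 had -0.28 (edgeR's adjusted p = 0.0966, lower in 11 of 11 libraries), -0.19 in batch A and -0.40 in batch B. Across the alternatives the adjusted p ranged from 0.00575 to 0.749 for CALB1, from 0.0155 to 0.532 for SLC12A3 and from 0.0343 to 0.683 for SLC12A1. TFAP2B had -0.16 (-0.24 in batch A, -0.02 in batch B) and UMOD 0.28 (0.24 and 0.36). The edgeR adjusted p of CALB1 came under 0.05 without CF pigs 2 or 4 or HET pigs 13 or 15 (0.0349 at the lowest), and that of SLC12A3 and SLC12A1 without HET pig 13 (0.0274 and 0.0346). Among erythroid genes, the log2 fold change was -0.41 for RHAG (-0.29 in batch A, -0.54 in batch B), -0.09 for HEMGN (-0.17 and 0.01) and -0.27 for HBZ (-0.29 and -0.23). The 3 erythroid genes that were higher were HBB (0.15), HBE1 (0.27) and ALAS2 (0.07), named after their values were seen.

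The proximal tubule list had 11 of 14 genes higher in the libraries labelled CF (camera p = 0.0425, adjusted 0.128). Its adjusted p was 0.0142 without CF pig 3, where the list came under 0.05, as it did without CF pig 6 or HET pig 19, and 0.451 without CF pig 1. Against the libraries labelled WT alone it was 0.0147, with 13 of 14 genes higher. The camera p was 0.803 for the collecting duct, 0.164 for podocytes, 0.142 for nephron progenitors, 0.696 for gluconeogenesis and 0.955 for immune genes. Within the batches these 6 lists had camera p from 0.0758 to 0.76 in A and from 0.15 to 0.681 in B. Camera looks for a common direction, so members that move both ways can leave its p large. Of 13 gluconeogenesis genes 5 were higher and 8 lower. PC (log2 fold change 0.61, edgeR's adjusted p = 0.064) and SLC2A2 (0.66, adjusted p = 0.0769) were higher, and LDHB (-0.61, adjusted p = 0.208) was lower. Of 11 immune genes 6 were higher, such as IL1B (1.07), and 5 lower, such as PTPRC (-0.32). These 5 genes are named after their values were seen. From the transporters, the histopathology, the global RNA-Seq comparison and the protein measurements, the paper proposes that changes in kidney structure, development or transporter expression do not by themselves account for the impaired reabsorption of amino acids.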

To further investigate the biochemical mechanisms underlying impaired renal amino acid reabsorption by *CFTR* loss, we used human renal proximal tubule epithelial cells cultured on permeable membrane supports (57). After the cells had formed epithelia, immunofluorescence imaging confirmed CFTR expression at the apical membrane (Figure 6C). Blocking CFTR function with either of 2 pharmacological inhibitors, CFTR_inh_-172 or GlyH-101 (58, 59), tended to increase transepithelial electrical resistance (Rt) while significantly decreasing the lumen-positive transepithelial voltage (Vt) (Figure 6, D and E), indicating that CFTR ion channels influence the electrophysical properties of proximal tubule epithelia. To measure amino acid transport in this condition, we then added 20 amino acids and mannitol (as a negative control) to the apical solution and measured their appearance in the basolateral solution (Figure 6F). We observed that inhibiting CFTR significantly decreased the absorptive flux of almost all amino acids but not mannitol (Figure 6G).

To determine whether inhibiting CFTR decreases glutamate flux from the apical to the basolateral surface versus inhibiting the release of glutamate produced internally by the cells (60), we added ^13^C-glutamate to the apical surface and measured its basolateral appearance. We found that inhibiting CFTR reduced ^13^C-glutamate transport, indicating inhibition of transepithelial glutamate absorption (Figure 6H).

Individual amino acid transporters can carry a variety of different amino acids, and many couple amino acid flux to Na^+^ or H^+^ flux. In kidneys, such Na^+^ and H^+^ electrochemical gradients across membranes power amino acid reabsorption (61). Thus, we propose a model in which the loss of CFTR ion channels in renal proximal tubule impairs amino acid reabsorption via disruption of electrochemical gradients (Figure 6I). The loss of amino acids may have contributed to the impaired renal glucose homeostasis that we observed in CF piglets (Figure 4C) due to abnormal gluconeogenesis using amino acids as substrates (62–64).

## Discussion

CF has not typically been considered a metabolic disease. By measuring AV gradients of numerous metabolites across multiple organs and interorgan metabolite exchange in a relevant disease model prior to the disease’s secondary manifestations, this study revealed the intrinsic role of *CFTR* in regulating organ metabolism. These findings challenge the traditional view that metabolic abnormalities are only or primarily the consequences of CF progression.

Our results indicate marked abnormalities in lung LCFA uptake by *CFTR* loss. Previous studies reported altered LCFA levels in people with CF; linoleic acid (C18:2), eicosatrienoic acid (C20:3), docosahexaenoic acid (C22:6), and arachidonic acid (C20:4) are the LCFAs most often cited (43, 65–70). However, dietary fat malabsorption due to pancreatic failure and altered intestinal function cloud interpretation in human studies. Intestinal abnormalities in CF mouse models and potential epigenetic changes in cells cultured from people with CF also limit the interpretation of such studies. Our data indicate that, even before body weight loss, insulin dysregulation, or development of disease manifestations, loss of *CFTR* per se changes systemic LCFA metabolism. Among many LCFAs, arachidonic acid (C20:4) uniquely shows enhanced lung uptake by *CFTR* loss. The arachidonic acid abnormality reported in CF has largely been regarded as a secondary result of lung inflammation and infection. Our data, however, suggest that *CFTR* loss per se in the lung augmented arachidonic acid uptake prior to inflammation or infection.

Arachidonic acid is an essential precursor of proinflammatory lipid cytokines such as prostaglandins and leukotrienes (42). Previous research showed that loss of *CFTR*-mediated HCO_3_^–^ and Cl^–^ transport across airway epithelia impairs respiratory host defenses precipitating bacterial lung infections (1, 33, 34, 71, 72). Thus, when the airways do become infected, an intrinsic abnormality in arachidonic acid metabolism may predispose CF lungs to profuse inflammation, a hallmark of the disease. Accordingly, the antiinflammatory drug ibuprofen, which inhibits arachidonic acid conversion to prostaglandins, has shown benefit for CF lung disease (73).

We had not anticipated the important role of *CFTR* in regulating renal metabolism. Comparison of the urine versus blood metabolomes indicated that CF kidneys exhibit inefficient reabsorption of many amino acids, a conclusion supported by our ^13^C-amino acid tracer infusion study. It was striking to find a similar loss of amino acids in the urine of infants with CF (12). The renal proximal tubule where amino acid reabsorption occurs is the site of *CFTR* expression in the kidneys. Influenced by mechanistic renal proximal tubule research published nearly 50 years ago (61), we found that lack of a CFTR anion conductance may change the driving force for Na^+^- and H^+^-coupled amino acid absorption in the proximal tubule.

Surprisingly, loss of *CFTR* also disrupted renal glucose homeostasis; low systemic glucose concentrations failed to provoke renal glucose release. Renal gluconeogenesis also occurs in the proximal tubule and relies predominantly on lactate and amino acids. Thus, the impaired reabsorption of these gluconeogenic substrates by *CFTR* loss may contribute to dysregulation of renal gluconeogenesis. It is well known that people with CF who are not diabetic or are not using medicines to lower glucose levels can develop spontaneous episodes of hypoglycemia (74, 75). Although historically this has been attributed to reactive hyperglycemia and dysregulated insulin secretion, the pathophysiology is poorly understood, and faulty renal gluconeogenesis may contribute, at least in part, to this abnormality.

This study has advantages and limitations. Using newborn pigs has the major advantage that it can reveal the poorly understood intrinsic roles of CFTR ion channels in regulating organ metabolism (our major goal). In this way, we eliminated confounding interpretations due to secondary consequences of the disease, treatments, and compensatory changes, although we cannot exclude the potential effect of *CFTR* loss on prenatal organ development. In addition, we did not investigate how *CFTR* loss changes multiple organ metabolism during disease progression, which will be equally important. Another critical advantage of using newborn pigs is the paired comparison of littermates, thereby reducing genetic variation; unlike laboratory mice but like humans, the pigs are not an inbred strain. Use of littermates also minimizes environmental variations; such a paired comparison is less valid in adults because environmental influences often go unappreciated. We also strategically focused on fasting conditions to avoid secondary effects of different nutrient absorption between WT and CF piglets, but it will be important to elucidate the role of *CFTR* in regulating postprandial metabolism. A limitation is that AV metabolomics do not identify the cell types responsible for metabolic flux abnormalities; novel technologies including imaging mass spectrometry will be required to provide such granular information (76). Another limitation is that anesthesia is indispensable to collect venous blood draining from deeply buried newborn organs. To mitigate the effect of anesthesia on metabolism, we maintained body temperature, blood pressure, and blood volume, i.e., routine clinical procedures (77). Importantly, data from human AV studies of patients under anesthesia have been remarkably similar to data obtained from individuals without anesthesia (78–80), suggesting that these procedures can successfully minimize anesthesia effects.

This study may also encourage investigators to assess the metabolic effects of other channels or gene products, even in diseases in which metabolic abnormalities are not anticipated or are complicated by secondary effects. Our results provide a compelling demonstration that combining state-of-the-art technology (unbiased and comprehensive AV metabolomics) and a relevant model can reveal surprising new insights into cross-organ metabolic interactions in a genetic disease. CFTR is an ion channel, not a metabolic enzyme. However, because ion channels are such efficient machines, even a small amount of activity can change membrane voltages and/or ion concentrations; we provide a mechanistic example in renal amino acid absorption.

The recent introduction of medicines that target mutant *CFTR* has brought profound health benefits to people with CF (81–84). These individuals have experienced dramatic improvements in their lung disease, the major cause of morbidity and mortality. Other aspects of their health have also benefited, including readily quantified variables such as increased body weight, as well as many variables that are more difficult to objectively quantify. Nevertheless, approximately 10%–15% of people with CF have unresponsive mutations or adverse reactions to current *CFTR*-modulating medications. As a result, there are major efforts to develop alternative treatments that target the pulmonary airways, where disease is the major cause of mortality (85–88). Our results indicate that treatments targeting only airway epithelia will leave unaffected CF metabolic abnormalities across multiple other organs. What the long-term consequences may be for disease progression and severity are uncertain. However, the results of this research also lay the groundwork for further investigation and understanding of the metabolic consequences of *CFTR* loss.

## Methods

### Sex as a biological variant.

We used 5 male and 5 female CF piglets, and 4 male and 5 female WT piglets. In 6 of the 9 littermate pairs, we were able to match the sex of the pair. For isotope infusion experiments, we used 1 male CF piglet and 1 female CF piglet and 1 male WT piglet and 1 female WT piglet.

### Animals.

*CFTR^+/–^* pigs were mated to produce *CFTR^–/–^* piglets. Piglets were obtained from Exemplar Genetics and studied within 12 hours of birth. For AV metabolomics experiments, 10 *CFTR^–/–^* piglets (referred to as CF pigs) and 8 *CFTR^+/+^* and 1 *CFTR^+/–^* piglets (referred to as WT pigs) from 9 litters were used (25). For paired experiments, 8 *CFTR^–/–^* piglets and 8 of their *CFTR^+/+^* littermates were studied.

### Animal experiments.

Newborn piglets were sedated/anesthetized with inhaled isoflurane at 2%–4%. Oxygen saturation (SpO_2_) and heart rate were monitored continuously, and 0.9% saline was infused at 2–6 mL/kg/h intravenously to maintain intravenous fluids. Standard surgical procedures were used to access blood vessels in the abdomen and chest. The subcutaneous tissues and muscle layers were carefully dissected. Hemostasis was achieved with electrocautery. Blood was drawn from each vessel using a 27 or 30 gauge needle connected to a 1 mL syringe. Residual urine was removed from the bladder at the beginning of the surgery, and fresh urine was collected at the end using a 27 gauge needle. After the completion of blood sampling, the animal was euthanized. Blood samples were placed on ice and centrifuged at 1,500*g* for 15 minutes to obtain serum. Samples were stored at –80°C until LC-MS analysis. For insulin quantitation, an Ultra Sensitive Porcine Insulin ELISA Kit (10–1200–01, Mercodia) was used.

### Isotope tracer infusion.

Saline (0.9% NaCl) containing 15 mM [U-^13^C]-glutamate, 12 mM [U-^13^C]-proline, 5 mM [U-^13^C]-arginine, and 4.5 mM [U-^13^C]-tyrosine was infused intravenously via the ear vein. Blood was collected from the femoral or carotid artery at 5- to 10-minute intervals during the infusion. An initial bolus infusion was performed with 6 mL/kg/h for 20 minutes before surgery, and the infusion rate was decreased to 2.4 mL/kg/h during surgery for 50 minutes to achieve steady-state labeling.

### Metabolomics by LC-MS.

Arterial blood (10 μL), venous blood, and urine were extracted with 300 μL ice-cold acetonitrile/methanol/water (40:40:20) solution. Following vortexing and centrifugation at 16,000*g* for 10 minutes at 4°C, 70 μL supernatant was loaded into MS vials. Metabolites were analyzed by quadrupole-orbitrap mass spectrometer (Thermo Fisher Scientific) coupled to hydrophilic interaction chromatography (HILIC) via electrospray ionization. LC separation was on an Xbridge BEH amide column (2.1 mm × 150 mm, 2.5 μm particle size, 130 Å pore size; Waters) at 25°C using a gradient of solvent A (5% acetonitrile in water with 20 mM ammonium acetate and 20 mM ammonium hydroxide) and solvent B (100% acetonitrile). The flow rate was 150 μL/min. The LC gradient was: 0 minutes, 90% B; 2 minutes, 90% B; 3 minutes, 75% B; 7 minutes, 75% B; 8 minutes, 70% B; 9 minutes, 70% B; 10 minutes, 50% B; 12 minutes, 50% B; 13 minutes, 25% B; 14 minutes, 20% B; 15 minutes, 20% B; 16 minutes, 0% B; 20.5 minutes, 0% B; 21 minutes, 90% B; and 25 minutes, 90% B. The autosampler temperature was set at 4°C, and the injection volume of the sample was 3 μL. MS data were acquired in negative and positive ion modes with a full-scan mode from *m/z* 70–830 with 140,000 resolution. Data were analyzed using the Compound Discoverer (Thermo Fisher Scientific) and MAVEN software. Metabolites were confirmed by authentic standards based on retention time, precursor ion, and tandem mass spectrum generated in-house and the Human Metabolome Database. For systemic blood metabolomics in Figure 1, arterial serum samples from all pigs were analyzed as a single batch to avoid the LC-MS batch effect. For AV metabolomics in Figures 2–5, arterial and venous serum from each pig was analyzed as a single batch for accurate AV ratio calculations. To correct technical variables such as metabolite extraction yield and LC-MS injections, an internal standard (^15^N-valine) was spiked into the extraction solvent. In addition, to identify any systematic errors during LC-MS runs and to calculate the coefficient of variation (CV), pooled serum samples were generated for quality control (QC) and repetitively injected among approximately 20 samples. Metabolites showing a CV greater than 50 were excluded from the analysis.

### Renal proximal tubule cell culture.

Human primary renal proximal tubule epithelial cells (89) were purchased from the American Type Culture Collection (ATCC) (PCS-400-010). Cells were plated on a human collagen IV–coated 10 cm dish and cultured in Renal Epithelial Cell Basal Media supplemented with Renal Epithelial Cell Growth Kit components (both from ATCC), as per ATCC’s protocols. At 80% density, cells were trypsinized and seeded on human collagen IV–coated 0.33 cm^2^ Transwell permeable membranes (3470, Corning) at 200,000 cells/cm^2^. Previous studies utilized an air-liquid interface (ALI) culture technique to promote the organization of renal epithelial cells (90, 91). Those studies noted that, in contrast to the traditional submerged conditions, the ALI culture approach markedly improved epithelial cell polarity, tubular cell formation, and maturation. Therefore, we adopted this approach. Two days after seeding, apical media were removed, and cells were maintained in an ALI culture for 3 weeks while being fed basolaterally every other day with the complete growth media (91). Rt and Vt were measured with the Epithelial Volt/Ohm Meter (World Precision Instruments).

### Western blot analysis.

Snap-frozen kidney cortex tissue from newborn piglets was homogenized in ice-cold RIPA buffer (150 mM NaCl, 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl, pH 8.0) supplemented with Protease Inhibitor Cocktail (Roche) and 2 mM sodium vanadate, 20 mM sodium fluoride, and 20 mM β-glycerophosphate. Protein lysates were quantified using the Pierce BCA protein assay kit (Thermo Fisher Scientific) and transferred onto Immobilon-FL PVDF membranes (MilliporeSigma). Membranes were incubated with primary antibodies overnight at 4°C in 5% BSA in Tris-buffered saline Tween 20 (TBST) (50 mM Tris–HCl, 150 mM NaCl, 0.05% Tween-20, pH 8.0). After primary antibody binding, membranes were washed 3 times with TBST and probed with anti-rabbit (IRDye 800CW, LI-COR Biosciences, 1:10,000) and anti-mouse (IRDye 680RD, LI-COR Biosciences, 1:10,000) secondary antibodies in TBST for 1 hour at room temperature. After washing 3 times with TBST, proteins were visualized using the Odyssey Infrared Imaging System (LI-COR Biosciences). The following primary antibodies were used: rabbit anti-SLC1A1 (12686-1-AP, Proteintech, 1:1,000); rabbit anti-SLC38A4 (20857-1-AP, Proteintech, 1:1,000); and mouse anti–β-actin (A2228, clone AC-74, MilliporeSigma, 1:5,000).

### Immunofluorescence.

For staining on tissue, kidney cortex from newborn piglets was fixed in 10% buffered formalin and then paraffin embedded. Sections were deparaffinized through successive incubations in xylene and decreasing concentrations of ethanol. Antigens were then retrieved by boiling the tissue sections in 10 mM citrate buffer, pH 6.0. For staining on Transwell cultures, cells were washed once with PBS and fixed in 4% paraformaldehyde for 1 hour at room temperature. After fixation and antigen retrieval (for tissue sections), cells were permeabilized with 0.2% Triton X-100 (Thermo Fisher Scientific) in PBS for 20 minutes and then blocked in Super-Block (Thermo Fisher Scientific) with 5% normal goat serum for 1 hour. Cells were incubated with primary antibodies overnight at 4°C, then with anti-mouse secondary antibody conjugated to Alexa Fluor 488 (Molecular Probes/Invitrogen, 1:1,000) or anti-rabbit secondary antibody conjugated to Alexa Fluor 568 (Molecular Probes/Invitrogen, 1:1,000), and with phalloidin conjugated to Alexa Fluor 633 (Molecular Probes/Invitrogen, 1:100) for 1 hour at room temperature. Tissue sections and Transwell membranes were mounted with Vectashield plus DAPI (Vector Laboratories) and imaged with an Olympus FluoView FV3000 confocal microscope. The following primary antibodies were used: mouse anti-CFTR (clone 769, University of North Carolina – Chapel Hill and the Cystic Fibrosis Foundation Therapeutics, 1:200); rabbit anti- SLC1A1 (12686-1-AP, Proteintech, 1:1,000); and rabbit anti-SLC38A4 (20857-1-AP, Proteintech, 1:1,000).

### In vitro amino acid transport assay.

Krebs-HCO_3_ buffer solution (118.9 mM NaCl, 25 mM NaHCO_3_, 2.4 mM K_2_HPO_4_, 0.6 mM KH_2_PO_4_, 1.2 mM MgCl_2_, 1.2 mM CaCl_2_, 5 mM dextrose, at 37°C adjusted to pH 7.4 in the presence of 5% CO_2_) containing 20 amino acids or mannitol (1 mM each) was added apically to epithelia cultured on Transwells, and the basolateral solution was collected after 60 minutes. To maintain the same osmolarity in apical and basolateral solutions, mannitol was added to the basolateral solution except when mannitol was solely added to the apical solution as a negative control experiment.

### RNA-Seq.

Kidney cortex was dissected, and RNA was extracted using a RNeasy Lipid Tissue Kit (QIAGEN) according to the manufacturer’s directions. After digestion of genomic DNA with DNase I (QIAGEN), RNA concentration was quantified using fluorometry (Qubit 2.0 fluorometer; Life Technologies, Thermo Fisher Scientific), and quality was assessed using an Agilent BioAnalyzer 2100 (Agilent Technologies). Ribosomal RNA depletion and sample library preparation were done using the Illumina TruSeq Stranded Total RNA with RiboZero, followed by sequencing on a NovaSeq 6000 (Illumina). The quality of raw sequencing data was assessed using FastQC. All samples passed the QC analysis. Raw sequencing reads were pseudoaligned to the pig genome reference Sscrofa11.1, and the abundance of transcripts was quantified using the Kallisto, version 0.48.0, Python program (92). Transcript counts were imported into R using the Sleuth R package (93). Counts of different transcripts for the same gene were aggregated. Genes with differential expression between non-CF and CF samples were identified using the Mann-Whitney *U* test.

### Histology.

Fixed tissues were dehydrated through a progressive series of ethanol and xylene baths, paraffin embedded into blocks, and then sectioned (~4 μm) and stained with H&E stain. Tissues were examined by a pathologist using the post-examination method of masking (94). High-resolution digital images were collected using a BX53 microscope, a DP73 digital camera, and CellSens Dimension software (Olympus).

### Statistics.

Metabolite ion counts were log_2_ transformed to enhance the normal distribution of data. If the normal distribution was observed in both groups (*P* < 0.05, by Shapiro-Wilk normality test), a 2-tailed, paired Student’s *t* test was used to calculate *P* values between WT and their CF littermates. If the normal distribution was not observed in one of the groups, Wilcoxon signed-rank test was used. Likewise, a 1-sample *t* test was used to calculate the *P* values of organ-specific metabolite trafficking events if the normal distribution was observed. If not, a 1-sample Mann–Whitney *U* test was used. For FDR correction, the Benjamini-Hochberg procedure was used to calculate *q* values for each series of sample types.

For chord graph analysis in Figure 2, the pair-wise relationship between organs was met if statistics in the source organ [log_2_(V/A) > 0, *P* < 0.05] and sink organ [log_2_(V/A) < 0, *P* < 0.05] matched. For graph analysis of lung fatty acid trafficking in Figure 3A, the pair-wise relationship between organs was met if statistics in the source organ [log_2_(V/A) > 0, *P* < 0.1] and sink organ [log_2_(V/A) < 0, *P* < 0.1] matched. Outliers were determined by boundaries ± 2.5 SDs from the mean. For correlation analysis, *P* values were calculated by Spearman’s correlation test. A *P* value of less than 0.05 was considered significant, and the data are present mean ± SD.

### Study approval.

The animal studies followed protocols approved by the University of Iowa IACUC (approval no. 0081121).

### Data availability.

RNA-Seq data are available in the Gene Expression Omnibus (GEO) database (GEO GSE217122). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

CJ and MJW conceived the project and supervised the study. BRK and DVDH performed animal experiments and cell culture experiments. HB and SJ performed the sample processing and LC-MS analysis. JL contributed to data analysis. WY performed and analyzed the mRNA experiments. SHP, TK, and DKM helped with sample preparation and data analysis. BMH, NDG, LSP, and DKM assisted with animal experiments. VLS contributed to the model development. HB, BRK, CJ, and MJW wrote the manuscript. All authors read the manuscript and provided comments. HB, BRK, and SJ contributed equally to the work and share co–first authorship. The authorship order was assigned on the basis of the degree of contribution.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
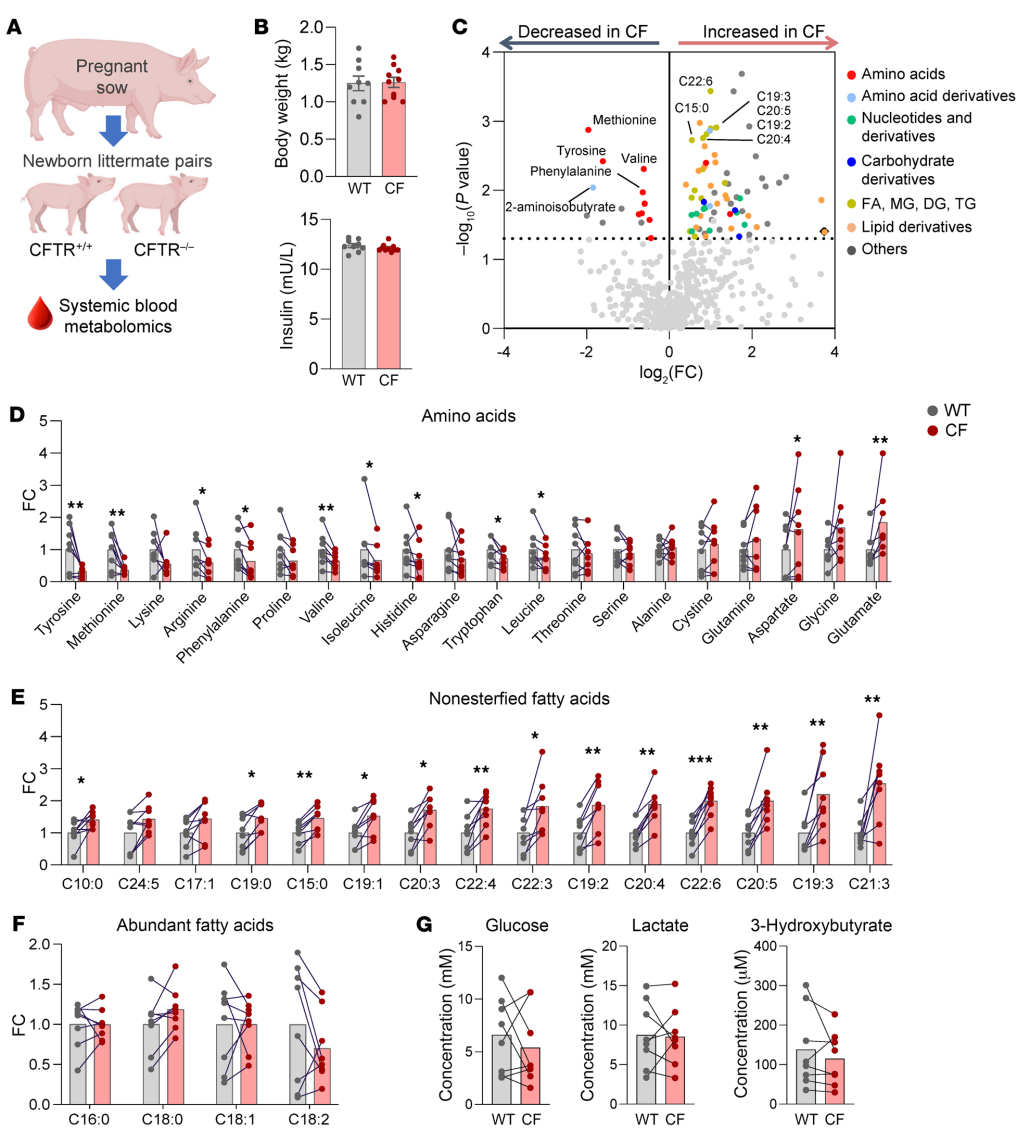
The circulating metabolome differs between WT and CF newborn pigs. (**A**) Experimental scheme for systemic blood metabolomics using LC-MS. (**B**) Body weights and fasting serum insulin levels (mU/L). *n* = 9 WT and *n* = 10 CF pigs. (**C**) Volcano plot indicating the difference of each circulating metabolite between WT and CF pigs (color coded to indicate various metabolite categories). Representative metabolites enriched in WT or CF are marked. Fatty acid (FA); monoglyceride (MG); diglyceride (DG); triglyceride (TG). (**D**–**G**) Comparison of amino acids (**D**), fatty acids (**E**), and other abundant circulating metabolite (**F** and **G**) levels in blood between 8 WT and CF littermate pairs. *P < 0.05, **P < 0.01, and ***P < 0.001 relative to WT, by 2-tailed, paired Student’s *t* test for metabolites meeting normality or Wilcoxon signed-rank test for metabolites that do not meet normality (see Supplemental Table 1). Bars show the mean. FC, fold change (CF/WT).

**Figure 2:**
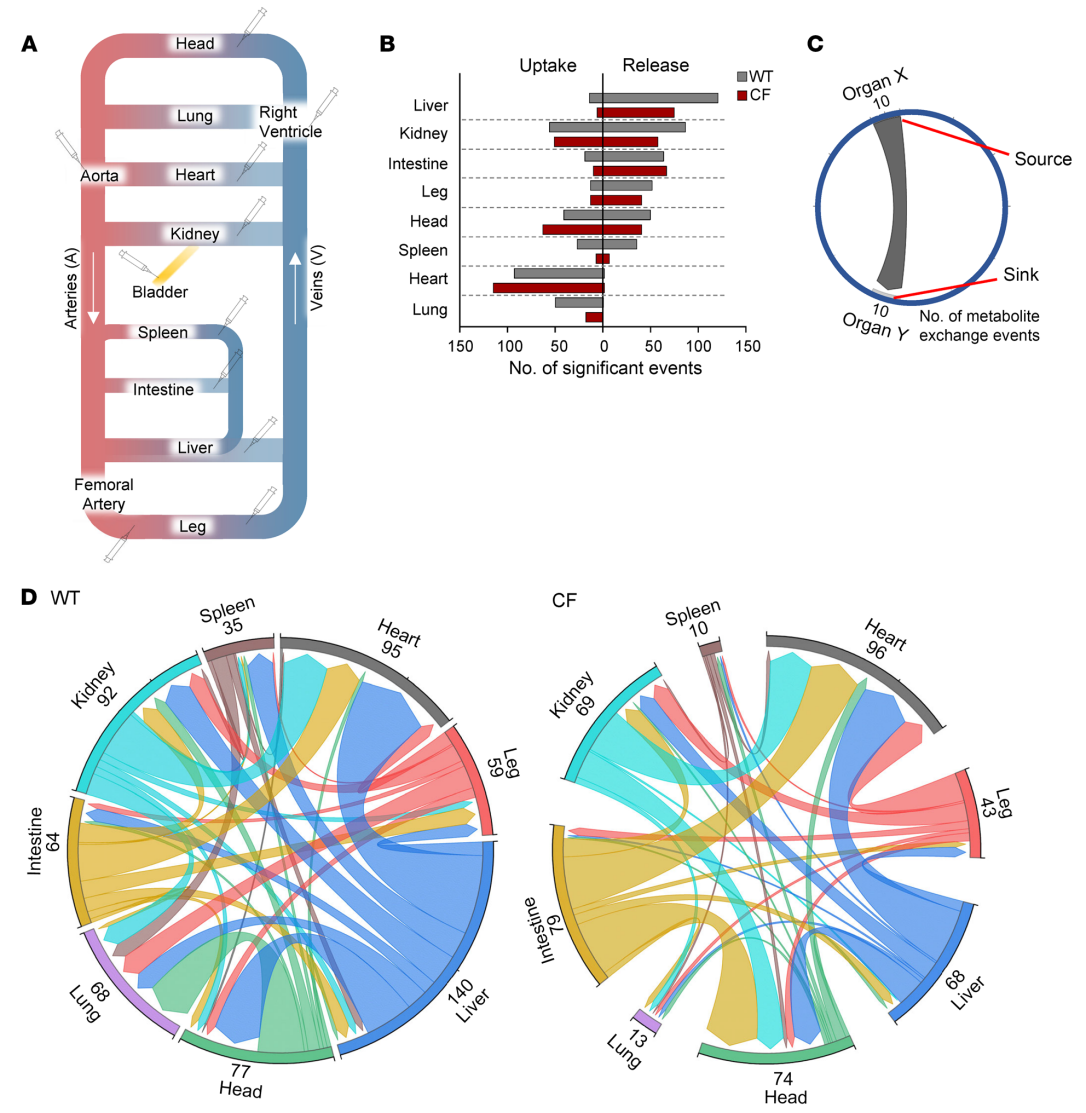
*CFTR* loss impairs metabolism in multiple organs and interorgan metabolite exchange. (**A**) Schematic of the circulatory system indicating blood and urine sampling sites. (**B**) For each organ in WT and CF pigs, metabolites showing significant release and uptake were identified using the 1-sample *t* test or Mann-Whitney *U* test (see Supplemental Table 2). (**C**) Schematic plotting the source and sink organs of circulating metabolites. The blunt end indicates source organ X, and the arrowed end indicates sink organ Y. Numbers indicate the number of metabolite exchange events that met statistical significance in both organs for each interorgan metabolite exchange. (**D**) Chord graphs indicating metabolite exchange between organs in WT and CF pigs. *n* = 9 WT and *n* = 10 CF pigs.

**Figure 3:**
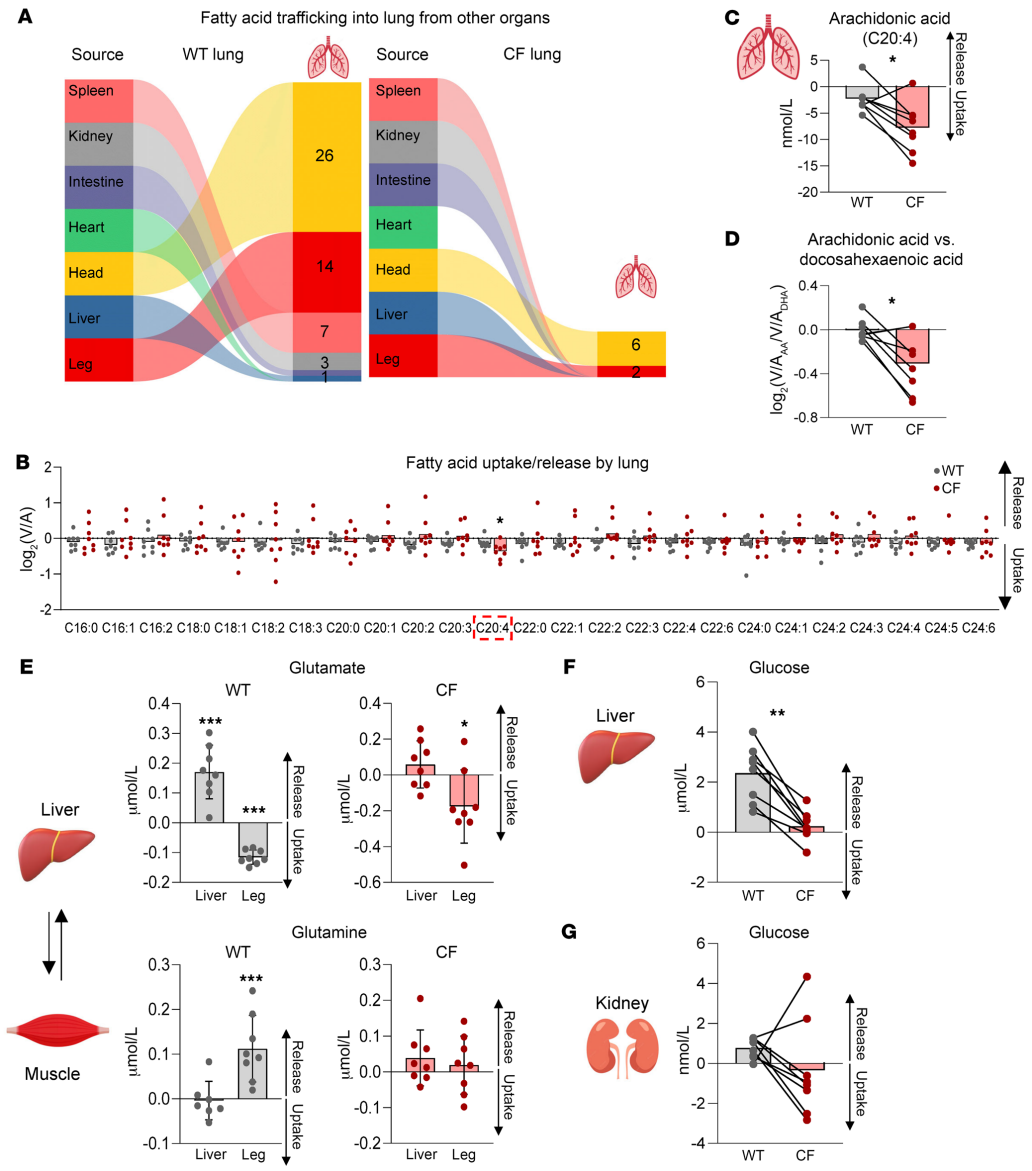
Quantitative analysis reveals altered metabolite trafficking in CF lungs, liver, and legs. (**A**) Graphs indicating fatty acid trafficking into lungs from other organs. (**B**) log_2_(V/A) ratios of LCFAs in WT and CF lungs. *n* = 8 WT and *n* = 8 CF littermates. Error bars show the mean. Note that arachidonic acid (C20:4) uniquely shows greater uptake by CF lung compared with WT lung. *P < 0.05, by paired, 2-tailed Student’s *t* test. (**C**) Arachidonic acid (C20:4) trafficking. Bars show the mean for 8 WT and 8 CF littermates. *P < 0.05, by paired, 2-tailed Student’s *t* test. (**D**) Calculated ratio of lung uptake of arachidonic acid versus docosahexaenoic acid. Bars show the mean. *P < 0.05, by Wilcoxon signed-rank test. *n* = 8 WT and *n* = 8 CF littermates. (**E**) Glutamate and glutamine trafficking between the liver and leg. Bars show the mean ± SD for 8 WT and 8 CF littermates, except glutamine WT liver (*n* = 7). *P < 0.05 and ***P < 0.001, by 1-sample *t* test or Mann-Whitney *U* test (see also Supplemental Table 2). (**F** and **G**) Hepatic and renal glucose trafficking. Bars show the mean. *n* = 8 WT and *n* = 8 CF littermates. **P < 0.01, by Wilcoxon signed-rank test.

**Figure 4:**
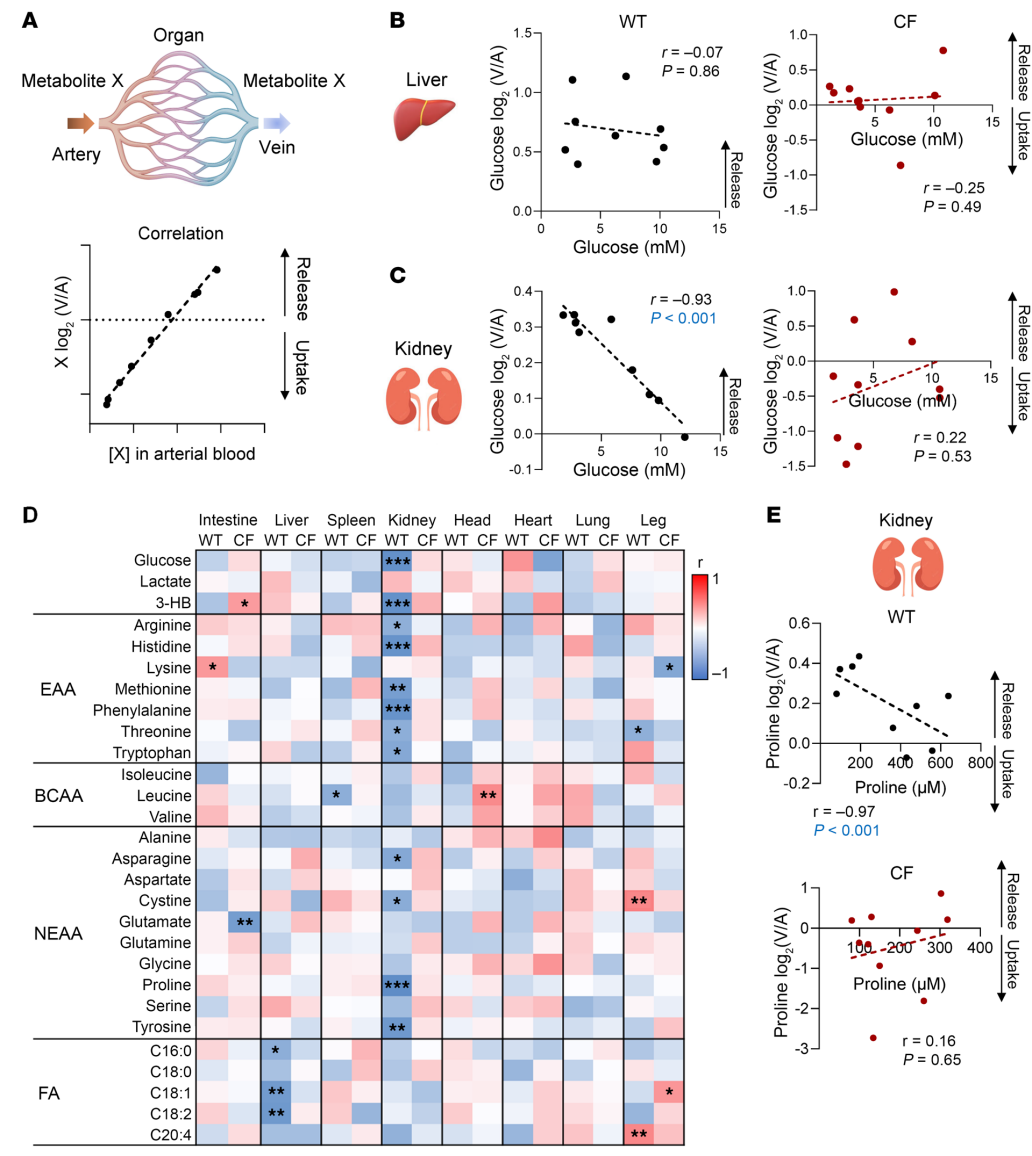
Loss of *CFTR* disrupts renal glucose and amino acid homeostasis. (**A**) Schematic of correlation analysis of circulating metabolites between arterial concentration, [X], and tissue release/uptake activity [log_2_(V/A)]. For correlation analysis in the liver, the weighted average of portal and arterial blood concentration was used. (**B** and **C**) Correlations between blood glucose concentration and hepatic or renal release in WT and CF pigs. *P* values were calculated by Spearman’s correlation test. *n* = 9 WT and *n* = 10 CF pigs. (**D**) Heatmap showing correlations for 28 abundant metabolites across 8 organs. EAA, essential amino acids; BCAA, branched-chain amino acids; NEAA, nonessential amino acids. *P < 0.05, **P < 0.01, and ***P < 0.001, by Spearman’s correlation test. *n* = 9 WT and *n* = 10 CF pigs. (**E**) Correlations between arterial blood concentrations and kidney trafficking of proline in WT and CF pigs. *P* values were calculated by Spearman’s correlation test. *n* = 9 WT and *n* = 10 CF pigs.

**Figure 5:**
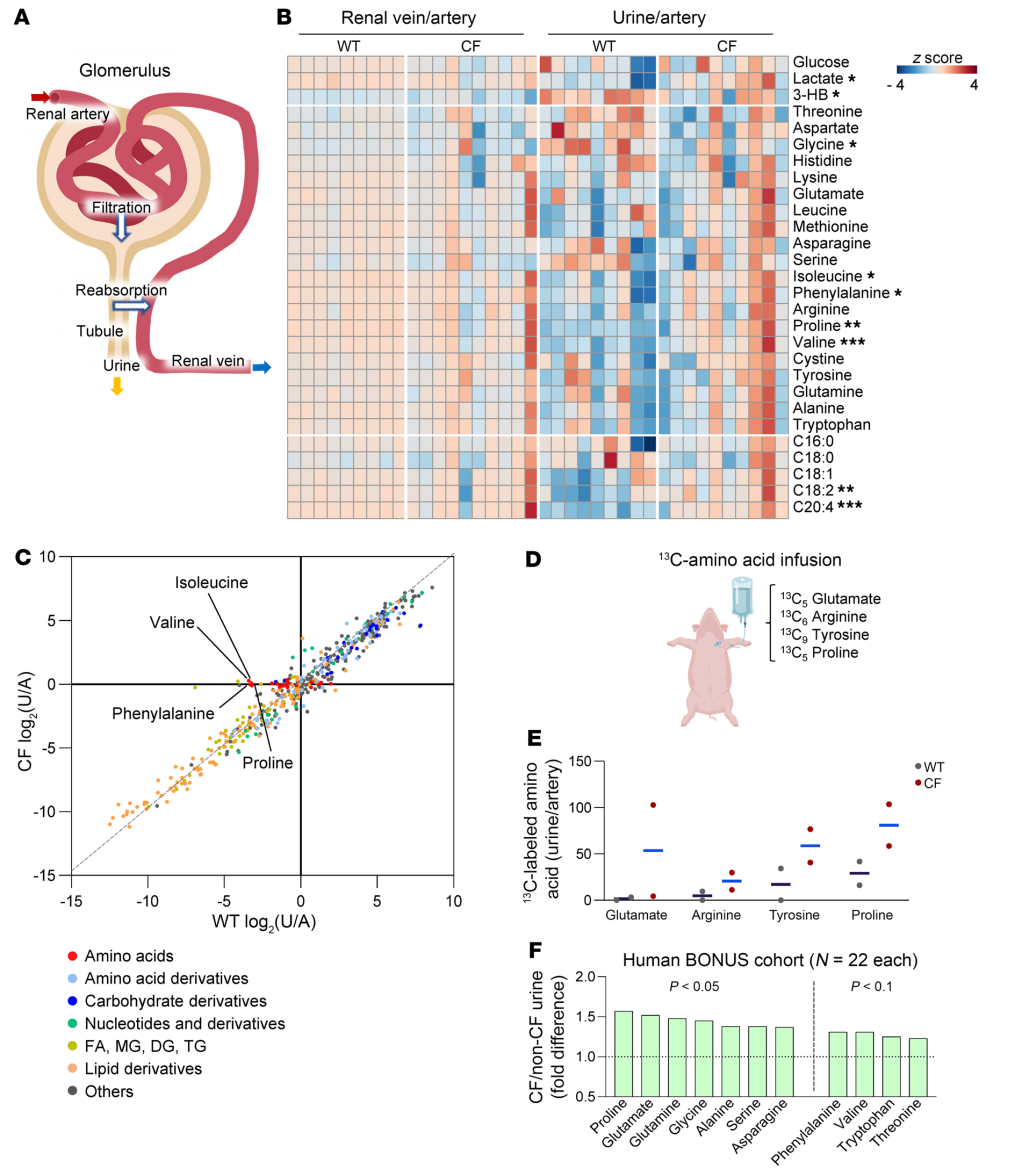
CF kidney exhibits defective amino acid reabsorption. (**A**) Schematic of renal filtration and reabsorption. Most metabolites are first filtered, and selected metabolites are then actively reabsorbed back into the systemic circulation. (**B**) Heatmap showing 28 metabolite abundance ratios of the renal vein relative to the artery and urine relative to the artery. Blue color in urine/artery indicates reabsorption, and red color indicates loss into urine. *P < 0.05, **P < 0.01, and ***P < 0.001 of CF urine/artery relative to WT, by 2-tailed Student’s *t* test or Mann-Whitney *U* test (see Supplemental Table 2). Urine data were normalized to urine creatinine levels. (**C**) Correlation between WT urine/artery and CF urine/artery for each circulating metabolite (color coded by categories). Examples of amino acids that are poorly reabsorbed in CF are labeled. (**D**) Schematic of stable isotope tracing in pigs. Pigs were intravenously infused with four ^13^C-labeled amino acid tracers. (**E**) ^13^C-labeled amino acid abundance in WT and CF urine samples. The ion counts of ^13^C-labeled amino acids in urine (normalized to urine creatinine) were normalized to the labeled amino acids in arterial blood. Data are individual points with the mean shown by a blue line. *n* = 2 WT and *n* = 2 CF littermates. (**F**) Fold difference in urine amino acids, normalized by urine osmolality, from 12-month-old children with CF (*n* = 22) relative to non-CF controls (*n* = 22). *P* values by Welch’s 2-sample *t* test. Data were adapted from BONUS (12).

**Figure 6:**
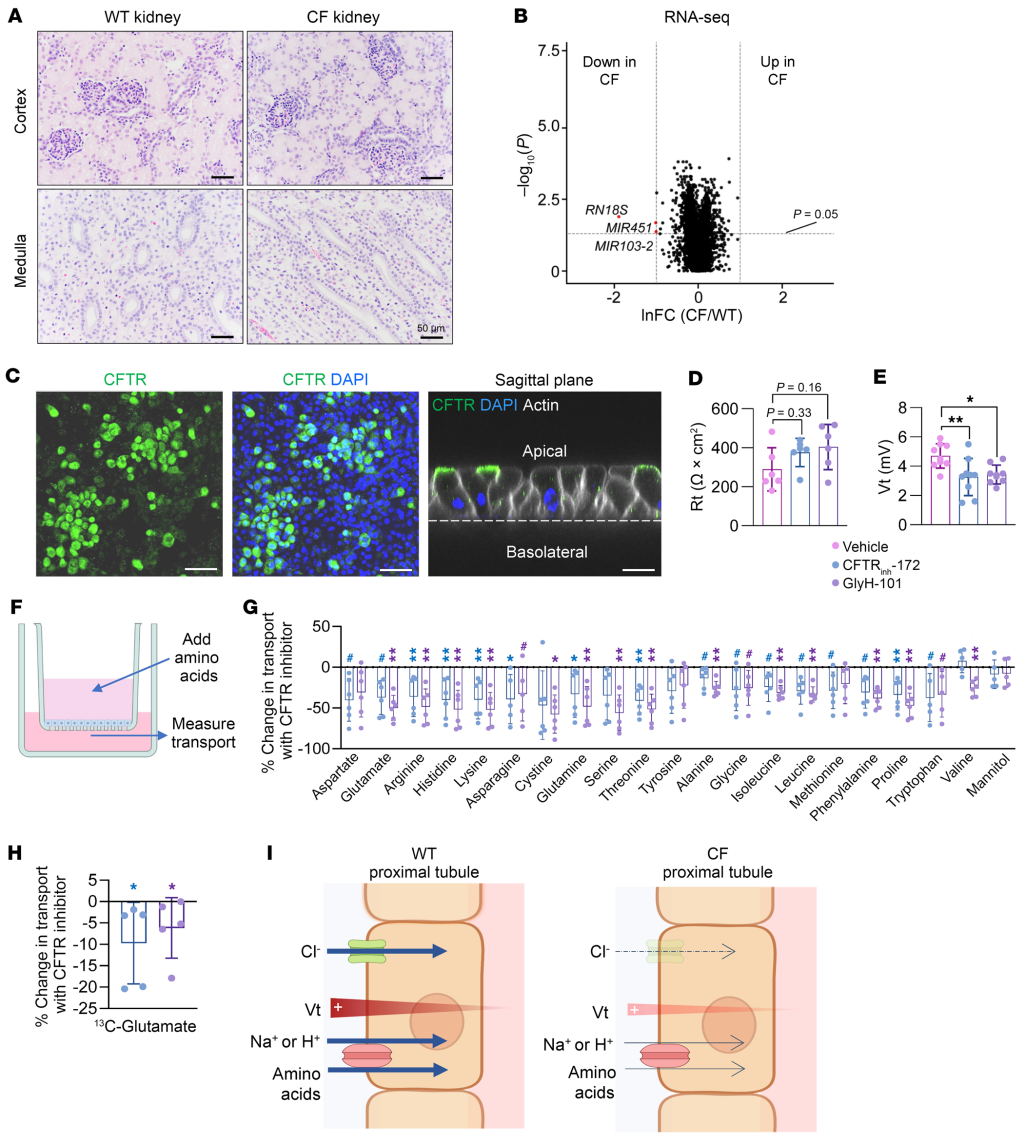
Inhibition of CFTR in cultured human renal proximal tubule epithelia impairs amino acid absorption. (**A**) H&E staining of newborn WT and CF pig kidneys. Scale bars: 50 μm. (**B**) Volcano plot showing differentially expressed genes in WT and CF pig kidneys. lnFC, fold change (CF/WT) in kidney tissues at the natural log scale. Dashed lines indicate the cutoffs: genes that were lower in CF with *P* < 0.05, by Mann-Whitney *U* test are highlighted in red. *n* = 12 WT and 11 CF pigs. Down, downregulated; Up, upregulated. (**C**) Immunofluorescence staining for CFTR (green) and actin (white) in DAPI-labeled human renal proximal tubule epithelial cells. Scale bars: 20 μm (left 2 panels) and 100 μm (right-most panel). (**D** and **E**) Rt and Vt in cells after addition of vehicle control or 2 CFTR inhibitors (CFTR_inh_-172 or GlyH-101). *n* = 6 per group for Rt and *n* = 9 per group for voltage. Bars show the mean ± SD. *P < 0.05 and **P < 0.01, by 1-way ANOVA. (**F**) Schematic of an assay to measure transepithelial transport of amino acids. (**G** and **H**) Percentage change in transepithelial transport of amino acids by CFTR inhibitors at 60 minutes after amino acid addition. Mannitol was used as a negative control. ^#^*P* < 0.1, *P < 0.05, and **P < 0.01 for color-coded inhibitors relative to vehicle, by Mann-Whitney *U* test. Bars show the mean ± SD. *n* = 6 per group, except *n* = 5 for valine, asparagine, tryptophan, mannitol, and ^13^C-glutamate. (**I**) Proposed model for impaired amino acid reabsorption by the proximal tubule. Cl^–^ absorption through CFTR anion channels contributes to the lumen positive voltage, and loss of CFTR decreases voltage. The positive voltage enhances Na^+^- and H^+^-coupled amino acid reabsorption.

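The comparison of this volcano plot was computed from the estimated counts of the 11 libraries labelled CF and the 12 non-CF libraries (6 labelled WT and 6 labelled HET). Counts were divided by median-of-ratios size factors, and genes with at least 5 counts in at least 47% of the libraries, 21927 genes, were tested with an exact Mann-Whitney U test. The natural log fold change (lnFC) was the difference between the group means of ln(count + 0.5). An unadjusted P under 0.05 was found for 2496 genes, 1332 higher and 1164 lower in the libraries labelled CF, where chance gives 1096. The balance depended on the scaling, with 558 higher and 1311 lower for summed TPM values and 474 and 1100 without normalization. After Benjamini-Hochberg adjustment over the 21927 genes, 46 remained. An lnFC above 1 or below -1 together with an unadjusted P under 0.05 was reached by 14 genes. The 5 higher in the libraries labelled CF were CALY, CD209, CFTR, LOC100156381 and LOC106510155, and the 9 lower were GPBAR1, ZP3 and 7 genes named only by a LOC identifier, all but CFTR and GPBAR1 named after their values were seen. Within batch A there were 10 such genes and within batch B 99. The number with unadjusted P under 0.05 was 1453 in A and 2566 in B, with 0 after adjustment in either. In batch B the 0 is set by the number of libraries: the smallest exact P that 5 against 5 can give is 0.00794, which is too large to pass the adjustment over 21902 genes unless more genes reached it than the 2566 under 0.05. Leaving out CF pig 6 reduced the 14 genes to 8, and leaving out CF pig 7 to 9. The 46 genes became 88 without HET pig 19. They fell to between 17 and 30 without CF pigs 2, 3, 5, 6, 7, 8, 9 or 11, without HET pigs 14, 20 or 21, or without any of the libraries labelled WT. TMM-normalized CPM in place of the size factors left 1 gene past both limits, CFTR, and summed TPM values left 1, CALB1, which is outside the 14.

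CFTR was higher in the libraries labelled CF, with an lnFC of 1.34 (exact Mann-Whitney U test, P = 1.77e-05), 1.37 in batch A (exact P = 0.00233) and 1.28 in batch B (exact P = 0.00794). RN18S (gene 100861538), the 18S ribosomal RNA that library preparation had depleted, had an lnFC of -0.82 (exact P = 0.0188). It was -0.93 in batch A (exact P = 0.137) and -0.66 in batch B (exact P = 0.0556). As the log ratio of group means instead, the lnFC was -1.89. RN18S had 1196 ± 607 CPM (SD, n = 11) in the libraries labelled CF and 7916 ± 20020 (SD, n = 12) in non-CF, where WT pig 12 alone had 71350. Without WT pig 12 the non-CF mean was 2150 ± 1423 CPM and the lnFC -0.51 (exact P = 0.0336). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -2.73 (SE 0.706, adjusted p = 0.0752, lower in 9 of 11 libraries), -3.28 in batch A and -1.09 in batch B. Without WT pig 12 the log2 fold change was -0.84, and the adjusted p ranged from 0.0421, against the libraries labelled WT alone, to 0.505 across the alternatives. The microRNA genes MIR451 (gene 100526402, 65 nt) and MIR103-2 (gene 100498770, 80 nt) did not pass the filter. MIR451 had 0 to 5 counts per library, with 0 in 8 libraries labelled CF and 3 non-CF. MIR103-2 had 0 to 12 counts, with 0 in 6 libraries labelled CF and 1 non-CF. Without the filter the exact Mann-Whitney P was 0.0227 for MIR451 and 0.0248 for MIR103-2, and at these counts no fold change is given.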

**Table 1:**
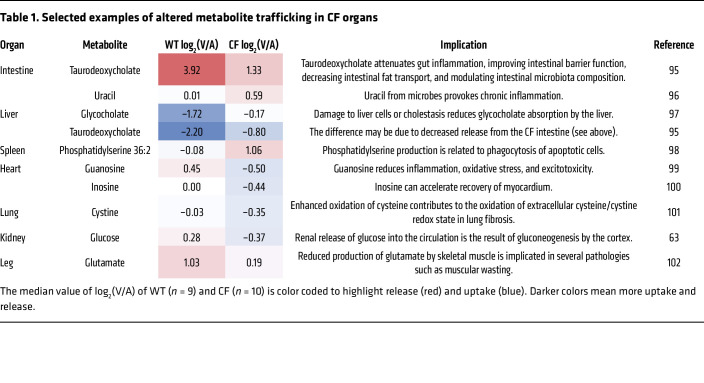
Selected examples of altered metabolite trafficking in CF organs

How the deposited data were processed for this re-analysis (not part of the article)

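RNA of the kidney cortex of 23 newborn pigs was measured by RNA-Seq of total RNA after ribosomal RNA depletion. The labels give 11 CFTR–/– (CF), 6 CFTR+/– (HET) and 6 wild-type (WT) pigs, the last read here as CFTR+/+. The comparison group non-CF, named in the paper's methods, holds the WT and HET libraries. The legend of Figure 6B gives 12 WT and 11 CF pigs, the same numbers. It calls all 12 pigs WT, where the labels give 6 WT and 6 HET. Each library comes from another pig, and the labels give neither sex nor litter. The authors pseudoaligned the reads to pig transcripts with kallisto, and the estimated counts they deposited are its estimates per transcript, without normalization. The TPM values the authors deposited are the same estimates divided by effective transcript length and scaled to a constant sum per library. The paper's text states that the authors then aggregated counts of transcripts of the same gene and applied the Mann-Whitney U test. Those aggregated values and test results were not used here.

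The estimated counts of 77689 transcripts were summed to 26687 genes, all of which matched the annotation of the pig genome, and were rounded. Of these, 25476 genes had a count in some library. Libraries held 32901281 to 52952273 estimated counts. A count of 0 is read as at most 3 counts, between 0.0567 and 0.0912 CPM by library, and this limit covers counting error only. Coordinates are those of Sscrofa11.1.

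The main comparison used edgeR (version 4.0.16) on R 4.3.3. TMM normalization, the filterByExpr filter and the quasi-likelihood test with Benjamini-Hochberg adjustment were applied to 11 libraries labelled CF against 12 non-CF, with 0.05 as the limit of the adjusted p. The 3 genotype labels were compared pairwise in a second fit of all 23 libraries that shared one estimate of the spread. Log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation. The paper's test was repeated as an exact Mann-Whitney U test in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. It used median-of-ratios size factors, a filter of at least 5 counts in at least 47% of libraries (the default of the sleuth package, which the paper names) and a pseudocount of 0.5. GC content was read with pysam 0.24.0, and figures were drawn with matplotlib 3.10.9.

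Genes are named in the text by a rule: CFTR, the genes labelled in Figure 6B, both transporters measured as proteins, the 5 listed transporters with the smallest p, the 10 genes with the smallest adjusted p for CF against non-CF and up to 5 for HET against WT, the sex-linked genes, and up to 5 members of each list with an adjusted p under 0.05. Genes named outside this rule are marked as such, and genes withheld for evaluation are not reported here. Lists fixed in advance were amino acid transporters, proximal tubule, loop of Henle and distal tubule, collecting duct, podocyte, nephron progenitor, gluconeogenesis, erythroid, immune and sex-linked genes. Of 8 sex-linked genes only EIF1AY was in the annotation and passed the filter, and XIST was not in the annotation. Lists of TGF-beta response genes, immediate early genes and hypoxia genes were added after the first genes had been seen.

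Alternatives covered DESeq2 1.42.0, limma-voom with and without sample weights, median-of-ratios and upper-quartile normalization, 4 other filters, the libraries labelled WT or HET alone as the control, the Y-linked gene as a covariate, other scalings and fold changes for the Mann-Whitney test, and each library left out in turn. A batch was looked for on multidimensional scaling axes, which held 17.2% and 10.6% of the variance. The first axis followed the Y-linked EIF1AY. All 13 libraries with at least 615 counts of it lay on the positive side, and the other 10 on the negative side. The gap on the second axis, from 0.012 to 0.333, exceeded the next largest gap (0.321 against 0.181), and the libraries on either side were called batch A and batch B. The batch as a term, batch A alone and batch B alone were then added as alternatives.

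The steps listed next were tested on simulated data with the real means and library sizes, over 20804 genes of which 200 were changed. Genes varied independently, without a batch or sex effect, and only genes well above the floor were changed. Of the 200, 116 changed at least 2-fold. The smallest change set was larger than that of some genes called here, such as CREB1 (log2 fold change 0.32). The rates given therefore need not carry over to smaller changes or to the real data. For other fits, such as those with the batch or a covariate as a term, no recovery is given. edgeR recovered 92.5% of the changed genes with 6.6% false calls, DESeq2 94.0% with 14.2%, and limma-voom 91.5% with 7.1%. The pairwise fits recovered 85.5% for CF against WT and 85.0% for CF against HET. The Mann-Whitney test, on 20921 simulated genes, recovered 97.5% at an unadjusted P under 0.05 and passed 4.19% of the unchanged genes. The genome sequence was used only for GC content. Raw reads, the paper's metabolite data and the human urine data were not analysed here.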

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

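The tests on CFTR RNA, on chromosome 18 and with immediate early or hypoxia genes as covariates were chosen only after the result was seen. The batch as a term was chosen after the batches had been seen on the multidimensional scaling axes, with its prediction for CF against non-CF written before its count of genes was seen. The other tests in this part were set before the values they measure were seen. A library was singled out when it was the highest or lowest of the 6 with its label and its gap to the nearest of them exceeded 0.625 of their whole range. Of 68 groups tested, 9 were past this limit where chance gives 3.4, so several of them are what chance gives.

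CFTR RNA, which the paper does not report for these libraries, rose with the number of disrupted alleles given by the labels, with log2 fold changes of 2.47 for HET against WT and 3.14 for CF against WT. Single mislabelled libraries labelled WT are argued against, since 0 libraries lay where the range of the libraries labelled WT meets that of the others. Library size and scaling are argued against as well: the 2536 genes within 0.5 log2 units of CFTR's level had a median log2 fold change of -0.024 for CF against WT, and 0 of them rose as much. Reads of a related gene that itself rose are argued against by the 11 other ABCC genes, whose largest log2 fold change was 0.28, with 0 called and 5 higher. Others fell, down to -0.44, and whether reads passed from these to CFTR was not tested. The mean of the libraries labelled HET lay at 0.585 of the way from the WT mean to the CF mean (95% bootstrap interval 0.471 to 0.728), which includes 0.5 and is consistent with each disrupted allele adding a similar amount of RNA. What stays open is how. Single exchanges between the labels CF and HET cannot be told apart from true labels, since 5 libraries lay in the range that both share. An exchange of the labels WT and CF throughout cannot be told apart either: the 6 libraries with the least CFTR RNA are those labelled WT, and both an exchange and a gain of RNA with each disrupted allele give that order. The structure of the disrupted allele was not tested, because the values are summed per transcript, so a biological explanation stays a hypothesis.

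For CF against non-CF, 73 genes had an adjusted p under 0.05, beyond those the paper discusses. Of 100 splits of the 23 libraries into groups of 11 and 12, 3 gave as many genes, the real one included. The largest of the others gave 591 genes and held 1 library of batch B in its group of 11, so it followed the batch; another gave 109 genes with 6 libraries of batch B in its group of 11, which the batch does not explain. With the batch as a term the real split gave 148 genes, which argues against the batch as the source. GC content and transcript length are argued against as the whole source. After a trend in both was removed, limma called 51 genes, as many as before (51), though only 31 were the same. All 73 genes kept their direction with an unadjusted p under 0.05. The log2 fold changes did follow both weakly (Spearman correlation -0.125 with GC content and 0.14 with length). The called genes had a median GC content of 44.2%, against 50% for the genes tested. Sex alone is argued against by the 42 genes that remained with the Y-linked gene as a covariate. Genes linked to the disrupted allele are argued against as the main source, since 1 of the 73 genes lay on chromosome 18 (one-sided Fisher's exact test, p = 0.811). For CF against WT the same test gave 3 of 72 genes (GPR37, MEST and AQP1) on chromosome 18 with p = 0.222. Within 20 Mb of CFTR the same 3 genes gave p = 0.0758 (4.17% of the called genes against 1.37% of those tested), and linkage cannot be told apart from chance there because 3 genes are too few. With the mean of the immediate early genes as a covariate 96 genes were called, 64 of the 73 among them. With the mean of the hypoxia genes, which 3256 genes followed, 208 were called, all 73 among them. These values argue against handling or hypoxia, as far as those genes show it, as the whole cause. The litter stays open and was not tested.

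For CF against WT, 1 of the 100 splits gave as many as 73 genes, the real one alone. For HET against WT, 4 of 100 splits gave at least 1 gene. The largest gave 1484 with 0 libraries of batch B in one group, again along the batch. Another gave 534 with 4 of the 5 libraries of batch B in one group, and another gave 1. The other splits that parted these 5 libraries 4 to 1 gave 0 or 1 genes, so that parting does not explain the 534. With the batch as a term CFTR alone remained. For CF against HET, all 100 splits gave at least 0 genes, which says nothing about this comparison; by unadjusted p under 0.05, 12 splits had as many as its 2069 genes. For the Mann-Whitney test, 5 of 100 splits gave as many genes with an unadjusted P under 0.05 as the real 2496, and 20 gave as many genes past both limits as the real 14, so other splits reach these counts as well.

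RN18S was far higher in WT pig 12, with 71350 CPM against 876.5 to 3951 in the other libraries labelled WT, and made up 7.11% of its counts against 0.062% to 0.51% elsewhere. Less complete depletion of ribosomal RNA in that library is a candidate explanation. By the same rule WT pig 12 stood apart at 387 genes, 1.85% of the genes tested, against 100 to 192 genes for the other libraries labelled WT, so depletion and a wider difference of that library cannot be told apart. In the libraries labelled HET, RN18S was highest in HET pig 21 with 5383 CPM. No biological explanation was tested.

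The other samples past the limit were MIR451 in WT pig 18 (0.123 CPM, 5 counts), MIR103-2 in HET pig 13 (0.255 CPM, 12 counts), GPBAR1 in WT pig 18 (1.98 CPM), MEOX2 in WT pig 17 (1.46 CPM), CALB1 in WT pig 22 (320.4 CPM) and SLC38A4 in HET pig 14 (2.21 CPM). EIF1AY, which is Y-linked, had 0 counts in HET pig 14 and between 652 and 1030 in the other libraries labelled HET, as a female among males gives. No test was run on these single values, and no biological explanation was tested.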

How the results depend on the processing

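Alternatives were chosen before the data were examined, with these exceptions, which were chosen after seeing the data: all batch settings, fry and the estimated correlation for the nephron segment and cell type lists, the Mann-Whitney setting named as added, leaving out single libraries in the counts of the pairwise comparisons, and, for the transporters, sample weights, the libraries labelled HET alone and the further filters and scalings run in the same fits. The lists of TGF-beta response, immediate early and hypoxia genes and their settings were added later as well. Unless a cause is named, the cause was not tested.

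For CF against non-CF by the labels, the main count of 73 genes was 488 with DESeq2, 46 with limma-voom, 42 with the Y-linked covariate, 148 with the batch as a term, 473 in batch B alone, 0 in batch A alone and 0 against the libraries labelled HET alone (1958 and 2025 with an unadjusted p under 0.05). Fits of fewer libraries test fewer samples, but batch B alone, with fewer, called more. Over the 23 fits that each left out a library it ranged from 17 to 203. The other 9 settings gave 65 to 103 genes. In all 16 settings and 23 fits every one of the 73 genes that was tested kept its direction (70 were tested under at least 10 counts in every library).

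For the Mann-Whitney test, the main 14 genes past both limits were 1 with TMM-normalized CPM, 1 with TPM, 29 without a filter, 6 with the filter of edgeR, 31 against the libraries labelled WT alone, 6 with a pseudocount of 1, 99 in batch B alone, 3 with the added TPM setting, and 8 to 15 with each library left out. The 2496 genes with an unadjusted P under 0.05 were 1574 without normalization, 1453 in batch A alone and 2154 to 2925 with each library left out. The 46 genes after adjustment were 23 with TMM-normalized CPM, 17 to 88 with each library left out, and 0 with TPM, without normalization, against the libraries labelled WT alone, with the added TPM setting, and in batch A or batch B alone. The 0 in batch B comes from fewer libraries, since 5 against 5 give no exact P below 0.00794 and so few genes at that P cannot pass the adjustment.

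The count of amino acid transporters over all genes, 0, was 3 with DESeq2, 2 in batch B alone (SLC7A5 and SLC1A5, the latter named after its values were seen), and 0 to 2 with each library left out. At an unadjusted P under 0.05 the Mann-Whitney test gave 7, as edgeR did (7), and after adjustment over the list alone it gave 0. Adjusted over the list alone, the count of 3 became 1 with limma-voom (SLC6A15), 0 with sample weights, 0 against the libraries labelled WT or HET alone, and 1 in batch A alone (SLC6A19, which is not among the 3). In batch B alone it was 3, of which only SLC7A5 is among the 3 (the others were SLC1A5 and SLC7A9, named after their values were seen). It was 2 to 4 with each library left out.

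HET against WT, with 1 gene, gave 2 in a fit of the libraries of these groups alone (CFTR and ANKRD33, the latter named after its values were seen), 33 with DESeq2 and 1 to 4 with each library left out. CF against WT, with 73 genes, gave 576 with DESeq2 and 114 with at least 10 counts in every library (fewer genes were tested, 19163). It gave 186 with the batch as a term, 56 with the Y-linked covariate and 20 to 203 with each library left out. CF against HET, with 0 genes, gave 65 with DESeq2, 4 with median-of-ratios factors, 3 with at least 10 counts in every library, 1 with the Y-linked covariate (SKIL), 5 with the batch as a term and 0 to 3 with each library left out.

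The 2 lists with an adjusted p under 0.05 became 1 under fry, 0 with an estimated correlation, 1 with at least 10 counts in every library, 0 in batch A alone, and 1 to 3 with each library left out. Lists without a call changed direction in some settings: collecting duct in batch B (p = 0.212), gluconeogenesis against the libraries labelled WT alone (p = 0.829) and in batch A (p = 0.76), immune in batch B (p = 0.244) and hypoxia in batch B (p = 0.353). With each library left out, p ranged from 0.268 to 0.991 for collecting duct, 0.323 to 0.923 for gluconeogenesis, 0.642 to 0.989 for immune and 0.567 to 0.995 for hypoxia, with some changes of direction. Among the single genes reported for CF against non-CF, SLC6A19 (0.02), HEMGN (0.01) and SLC1A1 (-0.05) changed direction in batch B alone. In fits of both batches, those that did were SLC1A1 with the Y-linked covariate (-0.0069), with the batch term (-0.0015) and with libraries left out (-0.079 to 0.0595), and EIF1AY with libraries left out (-0.0281 to 0.294). Leaving aside the values of single genes in batch A or batch B alone, of 288 values of single genes and lists under alternatives 245 kept their direction and side of the limit, 20 were weaker, 16 stronger and 7 reversed. Of 979 with a library left out, 917 kept both, 12 were weaker, 18 stronger and 32 reversed.

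No paired analysis was possible because no replicate number occurs in more than 1 group and the labels give no litter. At a depth of 32901281 to 52952273 counts per library, the microRNAs MIR451 and MIR103-2, with at most 5 and 12 counts, did not pass the filter, and their values without it rest on these few counts.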

Differences from the paper's values

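In the volcano plot, the paper marks about 3 genes lower in CF past both limits in Fig. 6B, read by eye, against 9 here, and about 0 genes higher in CF in Fig. 6B, read by eye, against 5 here. Of the alternatives set before the data were examined, the log ratio of group means and a pseudocount of 1 gave 4 lower genes each, within 1.5 times of the paper's number. The other 8 did not, with TMM-normalized CPM (0), TPM (1), no normalization (10), no filter (17), the filter of edgeR (5), transcripts of at least 300 nt (9), the libraries labelled WT alone (9) and group medians (8). For higher genes, TPM gave 0, the paper's number, and the others gave 1 to 22. With TPM values, no filter, the normal approximation and the ratio of (mean + 1), a setting chosen after seeing the values, 3 genes were lower and 0 higher, and the 3 were RN18S, MIR451 and MIR103-2, the genes that the paper labels. With no other setting did these 3 genes together pass both limits: the log ratio of group means (lnFC -1.89) and the libraries labelled WT alone (lnFC -1.21, exact P = 0.0202) put RN18S past both.

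The lnFC of RN18S was -0.82 here against the paper's about -1.9 in Fig. 6B, read by eye. With the log ratio of group means it was -1.89. MIR451 and MIR103-2, which the figure labels as lower in CF, did not pass the filter here. The paper examined 56 amino acid transporters where 50 were listed here, and states no significant differences among them. Its text names neither the assay nor the test behind this statement, and RNA-Seq is assumed here. The exact Mann-Whitney U test, which the paper names for RNA-Seq, gave 0 transporters with an adjusted P under 0.05 over the list. That held in each setting except without CF pig 4 (1). By edgeR 0 had an adjusted p under 0.05 over all genes tested, while 3 did when adjusted over the list alone and with DESeq2, and SLC7A5 and SLC1A5 did over all genes in batch B alone, a setting chosen after seeing the values. CFTR had the largest lnFC (1.34) and the smallest P of the 5 genes higher in the libraries labelled CF, where the paper's plot marks no gene as higher in CF.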

Other observations

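The tests with the immediate early and hypoxia genes as covariates were chosen only after the result was seen. The list of TGF-beta response genes was chosen after the first genes had been seen, from genes not seen among them, and its test was set before its values were seen.

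TGF-beta response genes were higher in the libraries labelled CF. Of 25 genes on the list, 21 were higher, with a median log2 fold change of 0.185 (camera p = 6.0e-07 at the preset correlation, fry p = 0.0295, p = 0.0851 with an estimated correlation). In batch A the camera p was 0.00311 (fry 0.279) and in batch B 3.3e-06 (fry 0.0301). Without CF pig 1, whose mean over the list was the highest of all libraries (0.91 above the mean of the libraries on the log2 scale), the camera p was 4.49e-04. Immediate early genes were higher as well (16 of 17 genes, camera p = 0.0186, fry p = 0.384), which rested on CF pig 1: without it the camera p was 0.673. No shift of the hypoxia genes was detected (8 of 14 higher, camera p = 0.828). An immediate early response to handling as the whole cause is argued against by the TGF-beta list with the mean of the immediate early genes as a covariate (fry p = 0.0234, camera p = 9.26e-05, p = 0.0787 with an estimated correlation). Hypoxia before sampling is argued against in the same way (fry p = 0.0418, camera p = 1.81e-06, p = 0.11 with an estimated correlation). These values are consistent with a TGF-beta response in the kidney cortex of pigs labelled CF, as a hypothesis found and tested on the same data. It does not hold under an estimated correlation, and in batch A fry does not show it. Adjusted over the 3 added lists, fry gave 0.0886 over all libraries and 0.0903 in batch B, so the list passes the adjusted limit used for the other lists only under the preset correlation. The fry values with a covariate are unadjusted.

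EIF1AY had between 615 and 1215 counts in 13 libraries, 6 labelled CF, 5 labelled HET and 2 labelled WT, and 0 to 5 counts in the other 10. A fit with EIF1AY as the covariate called 19 genes for it, 0 of them among the 73 genes of CF against non-CF. Batch B against batch A called 2160 genes, 3 of them among the 73.

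A linear trend over 0, 1 and 2 disrupted alleles by the labels called 109 genes with edgeR's quasi-likelihood test, 58 rising and 51 falling, 36 of them among the 73. GPD2 had a log2 fold change of 0.24 in batch A and -0.77 in batch B, with an adjusted p of 0.00964 for the difference by edgeR; the paper's text does not discuss it, and it was chosen after its values were seen.

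By transcript, the mean estimated counts of CFTR in the libraries labelled WT, HET and CF were 25.5, 289.4 and 403.9 for one model transcript of 6127 nt, 43.6, 222.0 and 411.0 for one of 4449 nt, 25.2, 39.9 and 31.8 for one of 6258 nt and 4.3, 15.7 and 10.6 for one of 6392 nt. These transcripts overlap, so the estimates between them are uncertain. No pair of libraries held the same reads: the smallest scatter between any of the 253 pairs was 5.95 times what counting error alone gives.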
